# The effect of age on the intestinal mucus thickness, microbiota composition and immunity in relation to sex in mice

**DOI:** 10.1371/journal.pone.0184274

**Published:** 2017-09-12

**Authors:** Marlies Elderman, Bruno Sovran, Floor Hugenholtz, Katrine Graversen, Myrte Huijskes, Eva Houtsma, Clara Belzer, Mark Boekschoten, Paul de Vos, Jan Dekker, Jerry Wells, Marijke Faas

## Abstract

A mucus layer covers and protects the intestinal epithelial cells from direct contact with microbes. This mucus layer not only prevents inflammation but also plays an essential role in microbiota colonization, indicating the complex interplay between mucus composition-microbiota and intestinal health. However, it is unknown whether the mucus layer is influenced by age or sex and whether this contributes to reported differences in intestinal diseases in males and females or with ageing. Therefore, in this study we investigated the effect of age on mucus thickness, intestinal microbiota composition and immune composition in relation to sex. The ageing induced shrinkage of the colonic mucus layer was associated with bacterial penetration and direct contact of bacteria with the epithelium in both sexes. Additionally, several genes involved in the biosynthesis of mucus were downregulated in old mice, especially in males, and this was accompanied by a decrease in abundances of various *Lactobacillus* species and unclassified *Clostridiales type IV* and *XIV* and increase in abundance of the potential pathobiont *Bacteroides vulgatus*. The changes in mucus and microbiota in old mice were associated with enhanced activation of the immune system as illustrated by a higher percentage of effector T cells in old mice. Our data contribute to a better understanding of the interplay between mucus-microbiota-and immune responses and ultimately may lead to more tailored design of strategies to modulate mucus production in targeted groups.

## 1. Introduction

The human gut harbours trillions of microbes, which are called the microbiota. These microbes are fermenters of non-digestible food components and modulators of the immune system. They are of crucial importance for the regulation and maintenance of health [1,2]. The microbiota are separated from the host inner milieu by the so-called intestinal barrier. This barrier is responsible for the protection of the host against invaders such as pathogens and is under the control of several immunological and non-immunological components. Any disturbance in this barrier function can lead to increased gut permeability, or the so-called “leaky gut” [3]. This dysfunction of the gut barrier has been suggested to contribute to a broad range of disorders including food allergy, intestinal bowel disease (IBD), cancer, and even auto-immune diseases such as Diabetes type 1 [4]. Both age and sex are known to influence the pathophysiology of intestinal diseases [5,6], but the mechanisms underlying these differences are not known yet.

During the last decade the intestinal barrier has been extensively studied [7–10], especially with respect to the permeability of the intestinal epithelial layer. Recently, it has been shown that the mucus layer contributes to maintenance of barrier function [11,12]. The intestinal mucus layer is a viscoelastic gel located on top of the epithelial cells. The mucus is synthesized by the goblet cells, located in between the intestinal enterocytes [13]. In the large intestine two separate mucus layers can be distinguished by histological methods [14–16]. The so-called firm inner layer that is largely free of microbiota and the loose layer that serves not only as barrier but also as substrate for mucus consuming organisms. MUC2 is the main colonic secreted mucin and is the major component of both the inner and outer mucus layers [14]. This mucus prevents contact between luminal bacteria and the epithelium and thereby prevents inflammation [14].

Our recent studies have demonstrated that mice lacking *Muc2* (*Muc2*^-/-^) or producing less mucus (*Muc2*^+/-^) have an altered composition, diversity and richness of the microbiota in both the ileum and colon [12,17]. *Muc2*^-/-^ mice develop colitis around four weeks of age and the abundance of *Bacteroides* pathobionts increased before histological signs of pathology [10]. The production of a thinner mucus layer in heterozygous *Muc2* ^+/-^ mice results in more frequent contact of the epithelium with luminal bacteria, differential expression of genes participating in mucosal stress responses and exacerbation of a transient inflammatory state around the time of weaning [12,17,18]. These studies demonstrate an essential interplay between mucus composition, microbiota and intestinal health. Many questions, however, are still unanswered with respect to mucus and intestinal health. It is not known whether mucus thickness is influenced by age, and whether the process of ageing is sex specific. Also it is not known whether the mucus integrity is involved in the reported gradual deterioration of barrier function in elderly [19].

To gain a better understanding of the influence of age on the dynamic interplay between mucus-microbiota-immune responses and intestinal barrier function, we investigated mucus thickness, intestinal microbiota composition and immune composition in young (3 months) and old (19 months) C57B1/6OlaHsd (B6) mice. To study whether potential differences between young and old mice are sex dependent, we used both male and female mice. Additionally, we investigated these parameters in a group of females in which ovariectomy was performed at 15 months to mimic the effects of menopause in human females [20]. The results may ultimately lead to more tailored design of strategies to modulate mucus production in targeted groups.

## 2. Methods

### 2.1. Mice

Male and female C57B1/6OlaHsd (B6) mice were purchased from Harlan (Harlan, Horst, The Netherlands) at an age of eight weeks. Mice were co-housed (5 mice per cage, according to sex) in isolated ventilated cages to limit environmental influences. The mice had *ad libitum* access to food (D12450B diet; Research Diets Services, Wijk bij Duurstede, the Netherlands) and water. The mice were sacrificed at an age of 3 (n = 10) and 19 months (n = 10) by cervical dislocation under anesthesia (isoflurane and oxygen). Subsequently their Peyer’s patches (PP) and spleens were removed for immune cell analysis. Colonic tissues were fixed in Carnoy’s fixative and embedded in paraffin for study of the mucus. For microarray analysis approximately 1 cm of distal ileum and proximal colon was frozen in liquid nitrogen and stored at -80°C prior to RNA isolation and transcriptomics. For microbiota analysis feces from the last part of the colon were collected for MITChip analysis [21]. Additionally, feces of the old mice (19 months) were collected at 8, 13, and 15 months. All young female mice were sacrificed during the diestrus phase of their ovarian cycle to ensure low stable levels of progesterone and estrogens. In addition, we included a group of female mice (n = 10) that were ovariectomized (ovx) at 15 months of age to determine the effect of a loss of female sex hormones (human menopause) [20]. These mice were also sacrificed at the age of 19 months. During the ovariectomy procedure, the mice were anesthetized with isoflurane and oxygen and two small incisions were made on both ventral sides. Both ovaries were localized, ligated and removed. After surgery the mice received analgesic (Temgesic; 10 μl/g body weight). All mice experiments were performed after receiving approval of the Animal Care Committee of the Groningen University. S1 Table shows the weight of the mice.

### 2.2. Bacterial DNA extraction and microbiota profiling

Total DNA was extracted from the feces samples (n = 5 per group) using the repeated bead-beating-plus column method [22]. The microbiota composition was determined using the Mouse Intestinal Tract Chip (MITChip), a diagnostic 16S rRNA array, which consists of 3,580 unique probes designed to profile murine intestinal microbiota [21]. Briefly, for MITChip, 16S rRNA gene amplification of the bacterial DNA, *in vitro* transcription, labeling, and hybridization were carried out as described previously [23]. Data were normalized and analyzed using a set of R-based scripts in combination with a custom-designed relational database, which operates under the MySQL database management system. For microbial profiling, the Robust Probabilistic Averaging (RPA) signal intensities of 2667 specific probes for the 94 genus-level bacterial groups detected on the MITChip, were used [24]. Diversity calculations were performed using a microbiome R-script package (https://github.com/microbiome). The Redundancy analysis (RDA) was performed in Canoco 5.0, where variables were tested for their significance by the Monte Carlo permutation, and visualized in triplots [25].

### 2.3. Histology

Paraffin sections (5 μm) of the colon were cut using a microtome Microm HM350, (Thermo scientific, Germany) and attached to poly-L-lysine-coated glass slides (Thermo scientific, Germany). After overnight incubation at 37°C, slides were deparaffinised and hydrated step-wise using 100% xylene followed by several solutions of distilled water containing decreasing amounts of ethanol. Sections were stained with hematoxylin and eosin (H&E) and PAS/Alcian blue.[26] Mucus layer thickness was measured (10 measurements per section / 2 sections per mouse / 5 mice per condition) using Image J software (NIH, Maryland, USA).

### 2.4. Fluorescent in situ hybridization (FISH) and MUC2-staining

Paraffin sections (5 μm) were deparaffinised with xylene and a series of ethanol solutions to 100% ethanol. The tissue sections were incubated with the universal bacterial probe EUB338 (5’-GCTGCCTCCCGTAGGAGT-3’) (Isogen Bioscience BV, De Meern, the Netherlands) conjugated to Alexa Fluor488. A ‘non-sense’ probe (5’-CGACGGAGGGCATCCTCA-3’) conjugated to Cy3, was used as a negative control. Tissue sections were incubated overnight with 0.5 μg of probe in 50 μL of hybridization solution (20 mmol/L Tris-HCl (pH 7.4), 0.9 mol/L NaCl, 0.1% (w/v) SDS) at 50°C in a humid environment using a coverslip to prevent drying of the sample. The sections were washed with (20 mmol/L Tris-HCl (pH 7.4), 0.9 mol/L NaCl) at 50°C for 20 min and then washed 3 times in PBS for 10 min in the dark and incubated with DRAQ5 (Invitrogen) (1:1000) for 1 h at 4°C to stain nuclei. Sections were washed 3 times in PBS for 10 min, mounted in fluoromount G (SouthernBiotec, Alabama, USA) and stored at 4°C. For the MUC2 staining, paraffin sections (5 μm) were deparaffinised and rehydrated and antigen retrieval was performed by heating the sections for 20 min in 0.01 M sodium citrate (pH 6.0) at 100°C. Sections were washed for 3 h with 3 changes of Tris-Buffered Saline (TBS). Non-specific binding was reduced using 10% (*v/v*) goat serum (Invitrogen, Life technologies Ltd, Paisley, UK) in TBS for 30 min at room temperature. MUC2 was detected by staining the sections with anti-MUC2 antibody (kindly gifted by Dr. Gunnar Hansson, Gothenburg University, Sweden) diluted 1:500 in TBS, and goat-anti-rabbit Alexa 488 conjugated antibody (1:1000) (Molecular Probes, Life Technologies Ltd, Paisley, UK) in TBS.

### 2.5. Intestinal microarray analysis

For microarray analysis, RNA was purified from the distal ileum and proximal colon of mice (n = 5 per group) using TRIzol (Life Technologies, Calsbad, CA, USA) followed by an additional round of purification with RNeasy Minikit columns (Qiagen, Venlo, the Netherlands). The quality of RNA was determined using RNA 6000 nanochips on the Agilent 2100 bioanalyzer (Agilent Technologies, Amsterdam, the Netherlands). Purified RNA (100 ng) was labeled with the Affymetrix WT PLUS reagent kit (Affymetrix, Santa Clara, CA, USA) and hybridized to an Affymetrix Mouse Gene 1.1 ST array plate (Affymetrix, Santa Clara, CA, USA). Hybridization, washing and scanning were carried out on an Affymetrix GeneTitan platform according to the manufacturer's instructions. Arrays were normalized using the robust multi-array average method [27,28]. Probe sets were defined according to Dai *et al*. (2005) [29]. In this method probes are assigned to Entrez IDs as a unique gene identifier. The *p*-values were calculated using an intensity-based moderated t-statistic (IBMT) [30]. Only probe sets with a fold-change of at least 1.2 (up/down) and a q-value (corrected p-value) < 0.05 were considered to be significantly different.

To gain insight into the biological role of the genes which were differently expressed between young and old mice and males and females, we analyzed the differentially expressed genes in the ileum and colon of young (3 months) and old (19 months) male and female mice using Ingenuity Pathway Analysis (IPA) (Ingenuity System). IPA uses a comprehensive expert-curated repository of biological interactions and functional annotations, mainly acquired from peer-reviewed scientific publications that provide the building blocks for network construction. IPA annotations follow the gene ontology (GO) annotation principle, but are based on a patented knowledge base of > 1,000,000 protein-protein interactions. GO annotations are used by ingenuity in order to investigate, among others, overrepresented biological functions. The IPA output includes biological functions and signaling pathways with statistical assessment of the significance of their representation based on Fisher’s Exact Test. Here, this test calculates the probability that genes participate in a given biological function relative to their occurrence in all other biological function annotations. The input was all the differentially regulated genes (p-value < 0.05, fold-change > 1.2) in the ileum and colon.

### 2.6. Isolation of spleen and Peyer’s patches cells

Single cell suspensions of spleens and PP were made by mechanical disruption of the tissues between two object glasses in 2 ml ice cold RPMI containing 10% heat inactivated fetal calf serum (FCS). Splenic red blood cells were eliminated by incubation with 4 ml ice-cold ammonium chloride. Falcon tubes with cell strainer caps (Corning, Amsterdam, the Netherlands) (35 μm) were used to remove cell clumps before the cells were counted and used for staining.

### 2.7. Cell staining

Spleen and PP cells were stained for T and B cell populations and dendritic cells (DCs). T cells were determined using CD3, and further subdivided into T cytotoxic (CD8^+^) and T helper (CD4^+^) cells. Within the CD8^+^ and CD4^+^ cell subsets, expression of CD69, CD62L and CD44 were measured. In another panel we determined the expression of T helper cell subsets using the markers CD3, CD8, Tbet (Th1), Gata3 (Th2), RORɣt (Th17) and FoxP3^+^CD25^+^ (Treg). B cells were determined using CD19 and B220. Within the B cells the expression of IgA was determined. Within the DCs (MHC2^+^CD64^-^CD19^-^CD11c^+^) expression of CD103 was assessed. Antibody specifications are described in S2 Table. All antibodies were diluted in a volume of 25 μl, supplemented to a volume of 25 μl with FACS buffer (PBS + 10% FCS (*v/v*)). Approximately 0.1x10^6^ spleen or PP cells for the T and B cell panels and 0.4x10^6^ spleen or PP cells for the Th cell and DC panel were incubated for 20 minutes in FACS buffer (10% FCS (*v/v*)) containing 20% (*v/v*) normal rat serum (Jackson, Newmarket, UK), and for the DC panel also 2% (*v/v*) Fc block (CD16/32) (Biolegend, Uithoorn, the Netherlands), to prevent non-specific antibody binding. This was followed by incubation in an extracellular antibody mix for 30 minutes. Next, the cells were fixed in FACS lysing solution (BD Biosciences, Breda, the Netherlands) for 30 minutes. The B and Th subset samples underwent intracellular staining and were washed twice with a permeabilization buffer (eBioscience, Vienna, Austria) after which they were incubated with an intracellular blocking medium (20% (v/v) rat serum in permeabilization buffer) for 20 minutes. Next, these cells were incubated with an intracellular antibody mix for 30 minutes. Washing was performed in between all incubation steps. The whole procedure was performed on ice and in the dark. Isotype control antibodies were used at the same concentration and purchased from the same company as the extracellular and intracellular antibodies.

### 2.8. Flow cytometry

Cell samples were analyzed using the FACSverse Flow Cytometer system (BD Biosciences, Breda, the Netherlands), using FACSsuite software. Analysis was performed using FlowJo version 10 software (FlowJo, LLC, Oregon, USA). Two panels were made to select T cells (see also gating strategy in S1 and S2 Figs). In the first panel, lymphocytes were gated based on size in the forward side scatter plot and T cells were determined by selecting CD3^+^ cells. Within the CD3^+^ cells, CD4^+^ and CD8^+^ cells were selected. Within both the CD4^+^ and CD8^+^ population, the percentage of cells expressing CD69, CD62L and CD44 was measured. CD62L^+^CD44^-^ are indicated as naïve cells, CD62L^+^CD44^+^ are indicated as central memory (CM) cells and CD62L^-^CD44^+^ are indicated as effector memory (EM) cells. In the second T cell panel, within the CD4^+^ cells, the percentage of cells expressing Tbet, Gata3, RORɣt, FoxP3 and CD25 was assessed. B cells were determined as CD19^+^ and B220^+^ cells. Within the B cells the expression of IgA was determined. To gate DCs, first living cells were selected based on size in the forward side scatter plot. Next MHC2^+^ and CD64^-^ cells were selected to exclude macrophages. Within the MHC2^+^CD64^-^ population, first B cells were excluded with CD19 and subsequently DCs were selected as CD11c^+^. Within the DCs the expression of CD103 was measured (S3 Fig). Isotype controls were set at 1% and are shown in S1–S3 Figs.

### 2.9. Statistics

Data for mucus thickness are expressed as the mean with standard error of the mean (SEM). For analyzing significant effects of age and sex on the thickness of the mucus layer a Mann-Whitney U test was used. Microbiota Shannon diversity and richness data and flow cytometry data are expressed as dot plots + means. The overall effect of age and sex was determined with a Two-way ANOVA (TWA), followed by a Bonferroni post-test when an interaction between age and sex was found. P-values of 0.05 or smaller were considered statistically significant and p-values between 0.05 and 0.1 were defined as a trend.

## 3. Results

### 3.1 Aging induced decline in mucus thickness in the colon is not influenced by sex

To study the effect of ageing and sex on mucus thickness a PAS/Alcian Blue staining (Fig 1) and MUC2 immunofluorescent staining (S4 Fig) was performed on colon tissue samples fixed in Carnoy. We analyzed the data with a TWA, to evaluate if there was an interaction between age and sex on the mucus thickness in the colon. When and interaction was present we tested with a Bonferroni post-test whether the effect of age was the same in both sexes. Overall, in old mice the firm mucus layer was thinner (<10 μm) than in young mice (20–25 μm) and females had a thicker mucus layer than males (TWA, p<0.05) (Fig 1A and 1C). However, the effect of age on the mucus thickness was not different between males and females, neither did ovariectomy changed the mucus thickness (Fig 1C). FISH staining was performed to study interaction of bacteria and epithelial cells. As shown in Fig 1B, the colonic mucus layer of old males and females (both non-ovx and ovx) mice demonstrated many locations where the mucus failed to prevent intestinal microbiota from contact with the epithelium.

**Fig 1:**
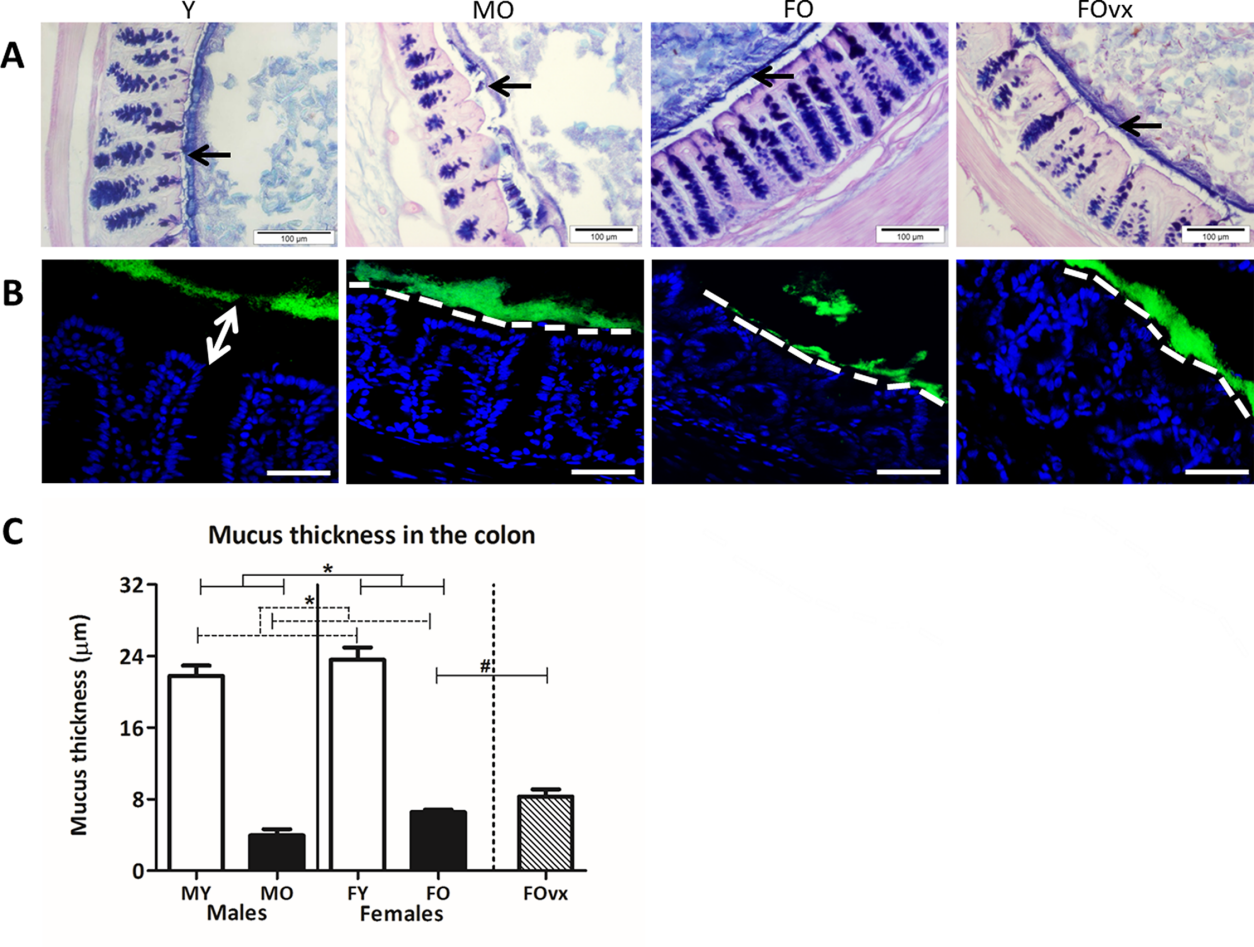
The effect of age and sex on the mucus thickness in the colon. Representative pictures of PAS/Alcian Blue staining of the colon of young (Y) (3 months), old male (MO) (19 months), old female (FO) (19 months) and old ovariectomized female (FOvx) (19 months) B6 mice. Since young male and female mice showed a similar mucus layer morphology, only one representative image is shown for young mice. The mucus is indicated in blue and black arrows. Scale bars: 100 μm (A). Representative pictures of FISH staining of the colon of young, old male, old female and old ovx female mice, using the general bacterial probe EUB338-Alexa Fluor 488 (green), and nuclear staining DRAQ5 (blue). The apical membranes of the epithelial cells are indicated by a dashed white line. Arrow represents the gap between bacteria and epithelium in young healthy colon. This gap is not observed in colon from old mice, and the bacteria are close to the epithelium. Scale bars: 50 μm (B). Mucus thickness measured in PAS/Alcian Blue stained sections (10 measurements per section and 2 sections per mouse) in 5 colonic tissues of young and old mice. Significant effects are indicated with an asterisk (*) (Mann-Whitney U test, p<0.05). An additional group of ovariectomized (ovx) old females was added and compared with the old females to determine the effect of a loss of female sex hormones (human menopause) (C).

### 3.2. Ageing induced changes in intestinal microbiota composition, diversity, and richness is influenced by sex

As mucus is a substrate for mucolytic bacteria and abnormalities in mucus function are associated with enhanced colonization by pathobionts [12], we determined the microbial composition in the feces of young and old, male and female mice. Additionally, we determined the richness (number of unique species) and Shannon diversity (calculation between richness and evenness (abundance over species)) of the microbiota composition. Overall, there was a tendency for age and sex to interact with each other concerning microbiota diversity (TWA, p = 0.06). However, no significant effect of ageing in both males and females was found (Fig 2A). Age and sex had no effect on the microbiota richness (TWA). Ovariectomy also had no effect on the microbiota diversity or richness (Fig 2A and 2C). From the old mice (19 months) feces were collected at three previous time points (8, 13 and 15 months). Data are shown in Fig 2B and 2D. Overall, age had no effect on the diversity of the microbiota composition, while sex did (TWA, p<0.05), while both sex and age influenced the microbiota richness (TWA, p<0.05).

**Fig 2:**
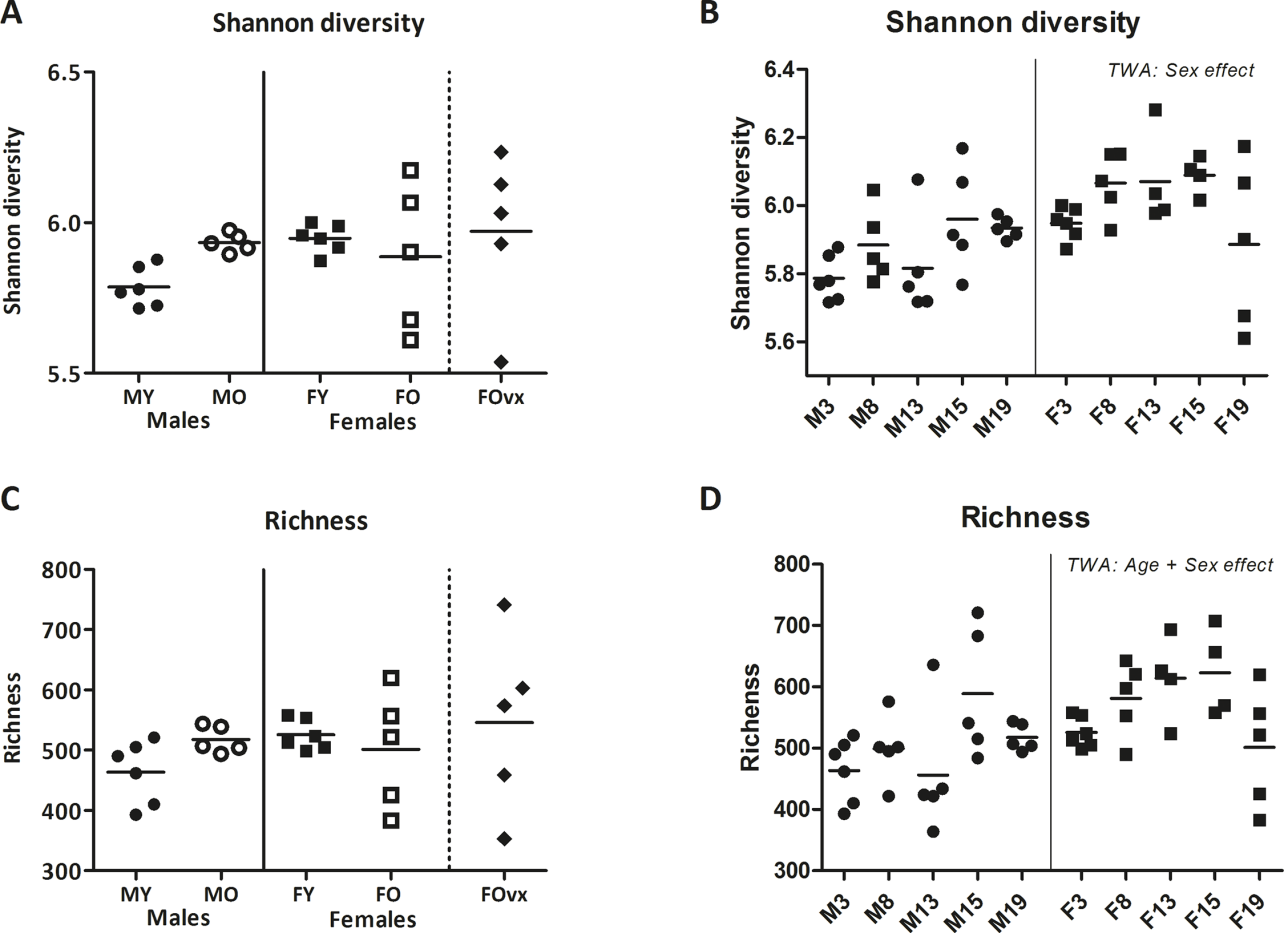
Effect of age and sex on fecal microbiota composition. Graphs showing the Shannon diversity (A) and the richness (C) in the fecal microbiota of male and female and young (3 months) and old (19 months) B6 mice. In addition, we collected feces from the old mice at three previous ages (8, 13 and 15 months). The Shannon diversity (B) and richness (D) of these time points, including the data of the young mice (3 months) are shown. Results are expressed as dot plots + means and were tested using a Two-way ANOVA for overall age and sex effects, followed by a Bonferroni post-test for comparison between groups. An additional group of ovariectomized (ovx) old females was added and compared with the old females to determine the effect of a loss of female sex hormones (human menopause). Significant effects are indicated with an asterisk (*) (p<0.05), while a trend (0.1<p>0.05) is indicated with a hash (#).

When looking at bacterial groups, we found that overall, aged mice had a higher abundance of *Bacteroides vulgatus et rel*., *Clostridium lactifermentans et rel*., and *uncultured Clostridiales*, while they had a lower abundance of for instance several *Lactobacilli* species and *Unclassified Clostridium IV and XIVa* as compared to young mice (Mann-Whitney U test, p<0.05) (S5 Fig). When looking at the effect of age in males and females separately, we found that aged male mice had a higher abundance of *Lachnospira pectinoschiza et rel*. as compared to young male mice, while old females had a higher abundance of *Olsenella et rel*. and *Prevotella ruminicola et rel*. as compared to young females (Mann-Whitney U test, p<0.05) (Fig 3). Ovariectomy affected the microbiota composition with several microbiota being less abundant in old ovx females than in old non-ovx females, including *Roseburia intestinalis et rel*., *Faecalibacterium prausnitzii et rel*, and *Lactobacillus gasseri et rel*. (Mann-Whitney U test, p<0.05) (Fig 3).

**Fig 3:**
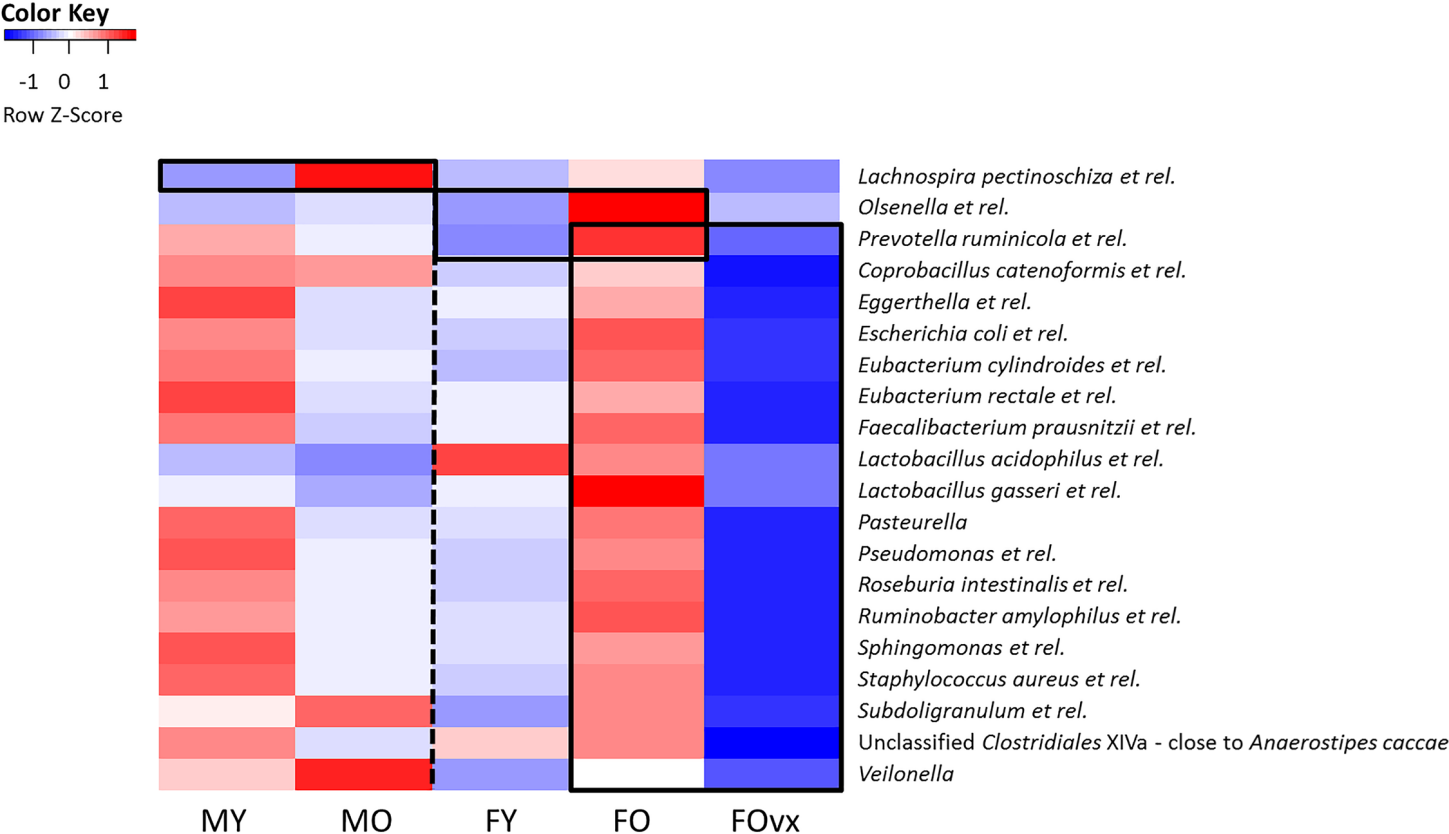
The effect of age on the abundance of several bacteria groups is sex specific. Heat-maps showing the abundance of several bacteria that differed significantly between young (3 months) and old (19 months) males and females. A box indicates bacteria which have a significantly different abundance between the two groups within that box. Colors indicate relative abundances normalized per bacterial group (per row), dark blue is the lowest abundance and dark red the highest abundance detected over all the samples of a bacterial group.

### 3.3. Ageing induced changes in the expression of genes involved in mucus biosynthesis and immune signaling in the ileum and colon is influenced by sex

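Gene expression in the proximal colon was measured with Affymetrix Mouse Gene ST arrays, 1 array per mouse, in 6 young males, 5 old males, 5 young females, 5 old females and 5 old ovx females. Young mice were 3 months old, old mice were 19 months old, and the ovx females had been ovariectomized at 15 months. The paper states 5 mice per group and its text does not name a young male that was left out, so all 6 were kept. The values are log2 expression values that the authors made by RMA for 35556 probe sets in the manufacturer's layout, whereas the paper names probe sets regrouped by gene for its own tables, so the summarization differs. The array medians lay between 5.68 and 5.755, and the number of arrays limits the precision. The probe set with the highest mean over all arrays stood for each of 18820 genes. Groups were compared with limma, with q-values by Storey's method for each comparison, and a gene was called changed at a q under 0.05 and a fold of at least 1.2. Lists of genes were tested with camera at a preset correlation of 0.01, adjusted over 44 lists per comparison. Of these lists, 40 were fixed before the data were examined, and the other 4 are the sections of S4 Table. The paper describes these as genes of the gut barrier and does not state whether their values were known when they were chosen. They come from the study of these samples and are therefore not taken as independent evidence of a direction.
The paper states that mice shared cages by sex, and which mice shared a cage is not known here, so an effect of cages could not be tested. Whether the number stem of the mice, used as a random block in an alternative fit, marks cages is not known. As a check of the sex labels, Xist, the RNA that silences an X chromosome in females, and the Y-linked gene Uty were read in every library. They matched the label in 24 of 26 libraries. In the 10 matching male libraries Uty lay between 7.59 and 8.03 and Xist between 3.68 and 5.55, and in the 14 matching female libraries Uty lay between 2.62 and 3.18 and Xist between 11.2 and 11.4. Males do not express Xist, so its range there shows the background of that probe set. A gene with a group inside this range is not shown to be above background there, and its fold is not exact. The library labelled young males replicate 5 had Xist at 11.3 and Uty at 2.87, and that labelled young females replicate 3 had Xist at 4.49 and Uty at 7.99. Groups are named by their labels throughout, with these libraries included.

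**Figure D1:**
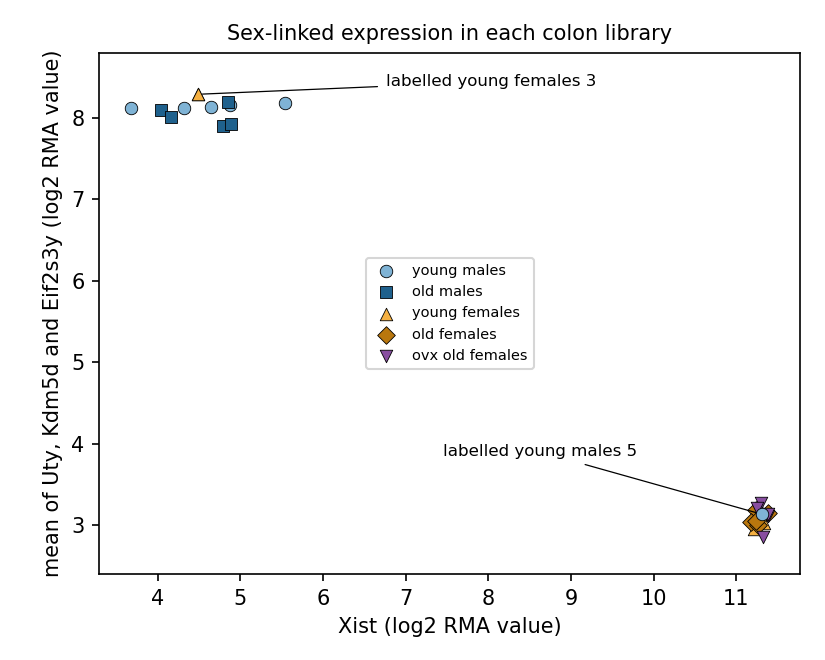
Log2 RMA value of Xist against the mean log2 RMA value of the Y-linked genes Uty, Kdm5d and Eif2s3y, 1 point per colon library, by labelled group. The library labelled young males 5 lies among the female libraries and that labelled young females 3 among the male libraries.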

To determine whether the variation in microbiota composition and mucus thickness between young and old mice and males and females had any effect on gene expression in the intestine, we performed a microarray analysis on tissue from the distal ileum and proximal colon. To better understand the age dependent decrease in mucus thickness, we focused on a number of genes involved in the gut barrier, such as mucus biosynthesis, tight junctions and anti-microbial peptides (S3 and S4 Tables).

In the ileum, none of the *Muc* genes had a different expression between young and old mice, in both sexes. When looking at genes involved in mucus biosynthesis, none of the genes different between young and old males, while old females had a lower expression of *Chst8* and *Tff3* than young females. The effect of age on the expression of genes related to tight junctions was also more pronounced in females than in males. The expression of *Cldn2 and Cldn3* was lower, while the expression of *Ctnna2*, *Ctnna3* (p = 0.06) *Jam2*, *Jam3* and *Mpdz* was higher in old females as compared to young females. None of the genes involved in the synthesis of anti-microbial peptides were affected by age. Ovariectomy had no effect on the expression of genes related to gut barrier in the ileum (S3 Table).

In the colon, *Muc1* expression was significantly lower in the colon of old males than young males. 

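Muc1, a mucin that spans the cell membrane, had a log2 value of 4.62 ± 0.17 (SD, n = 5) in old males and 5.28 ± 0.449 (SD, n = 6) in young males. It fell by 0.66 on the log2 scale (standard error 0.165, q = 0.0174 from limma), and 3 of 5 old males lay below every young male (two-sided exact permutation test, p = 0.0152). The young males ranged most, with Muc1 at 5.86, 5.71, 4.90, 5.30, 5.22 and 4.70 in replicates 1 to 6. In females the log2 fold change was -0.35 (standard error 0.172, q = 0.111). The age effect in males minus that in females was -0.31 (standard error 0.239, q = 0.6), so a difference between the sexes was not shown. Muc2, the secreted mucin that forms the gel of the colon, had a log2 fold change of -0.11 (standard error 0.0492, q = 0.176) in males and -0.06 (standard error 0.0514, q = 0.27) in females; at 13.2 to 13.6 it lies near the highest value of each array (13.55 to 13.77), which limits the change that can be read. Of the 12 mucins of S4 Table, 0 rose and 1 fell in males (0 and 1 when adjusted over the list alone; adjusted p = 0.057 from camera and adjusted p = 0.27 with an estimated correlation); in females limma called 0 of 12, with 1 at an unadjusted p under 0.05 (0 when adjusted over the list alone; adjusted p = 0.59 from camera and adjusted p = 0.73 with an estimated correlation). These lists come from the study of these samples. Muc1 did not pass without old males 1 (q = 0.0616). It also did not pass with a fit of the young and old males alone (q = 0.0551). For Muc1 the old males, at 4.43 to 4.81, lay within the range of Xist in the 10 matching male libraries (3.68 to 5.55). Their level is thus not shown to be above background, and the fold of Muc1 is not exact.

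**Figure D2:**
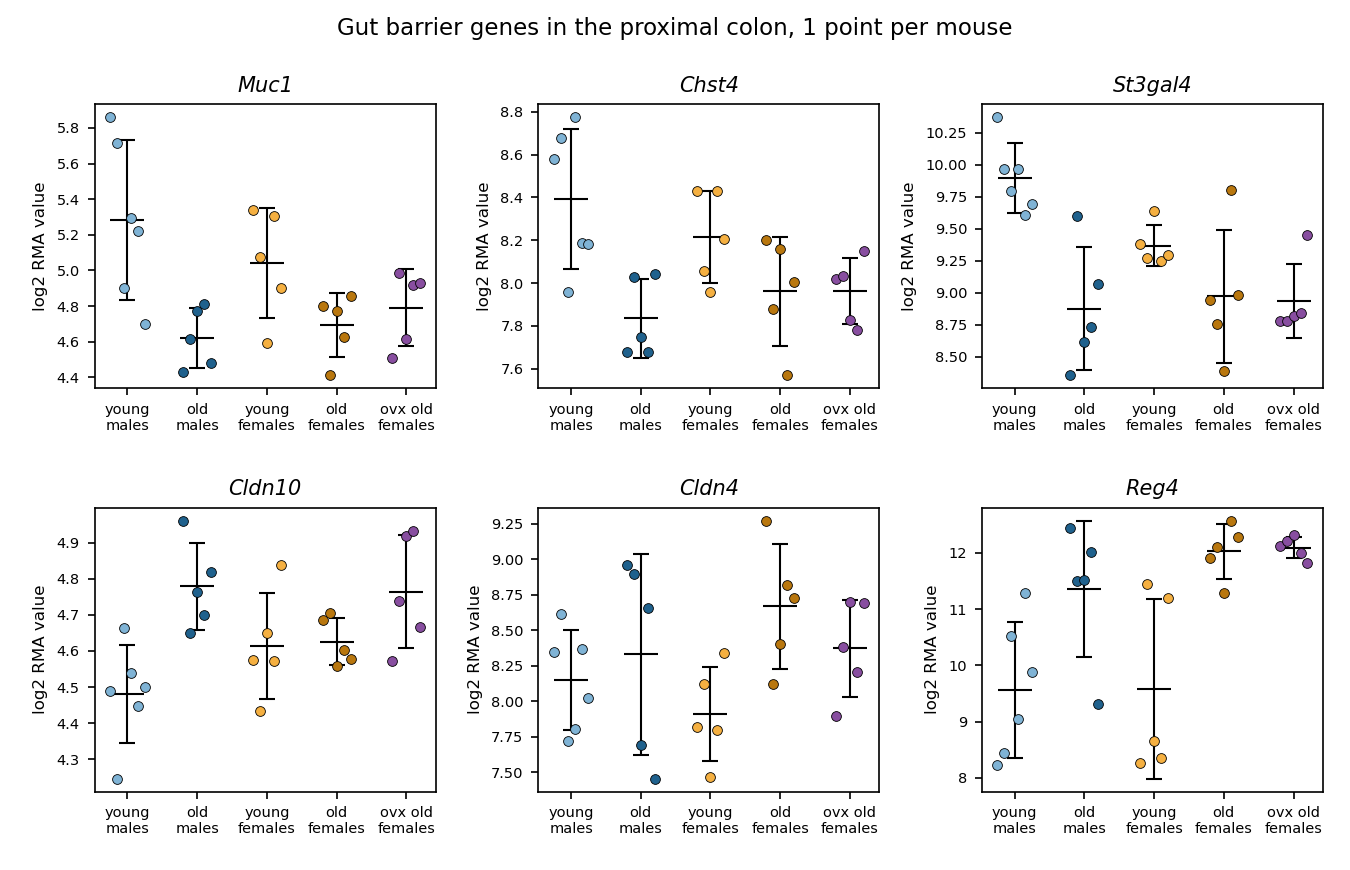
Log2 RMA values of 6 gut barrier genes in the proximal colon, 1 point per mouse, by labelled group, with the mean and SD as bars. Old males had lower Muc1, Chst4 and St3gal4 than young males, and old females had higher Cldn4 and Reg4 than young females.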

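Muc6, a gel-forming mucin best known from the stomach, had a log2 value of 4.63 ± 0.0615 (SD, n = 5) in old females and 4.24 ± 0.187 (SD, n = 5) in young females. All 5 old females lay above all 5 young females (two-sided exact permutation test, p = 0.00794, the smallest that 5 mice against 5 allow). Its log2 fold change of 0.39 (standard error 0.15, q = 0.054) did not pass limma's threshold over all genes. It did pass with a fit of the young and old females alone (q = 0.0169), without the dimmest 25% of probe sets (q = 0.0401) and with the number stem of the mice as a random block (q = 0.0397). In males Muc6 had a log2 fold change of -0.08 (standard error 0.144, q = 0.575), and the age effect in males minus that in females was -0.47 (standard error 0.208, q = 0.46). The old females, at 4.57 to 4.72 for Muc6, lay within the range of Xist in the matching male libraries (3.68 to 5.55). The folds of Muc6 are therefore not exact.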

In old females expression of *Muc6* tended (p = 0.07) to be higher than in young females. 

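The genes of mucus biosynthesis in S4 Table include sulfotransferases, sialyltransferases and fucosyltransferases, enzymes that finish the sugar chains of mucins. In old males 0 of 48 rose and 2 fell compared with young males, namely Chst4 and St3gal4 (0 and 3 when adjusted over the list alone). In old females 0 of 48 rose and 2 fell compared with young females (0 and 2 when adjusted over the list alone). These were Fut4, a fucosyltransferase, at 6.68 ± 0.291 (SD, n = 5) in old females and 7.23 ± 0.212 (SD, n = 5) in young females, with a log2 fold change of -0.56 (standard error 0.153, q = 0.0127) and 4 of 5 old females below every young female (two-sided exact permutation test, p = 0.0159), and Chst15, a sulfotransferase, with a log2 fold change of -0.29 (standard error 0.0811, q = 0.0129). In males Fut4 had a log2 fold change of -0.46 (standard error 0.147, q = 0.0575). The section as a whole was not shifted in males (adjusted p = 0.2 from camera and adjusted p = 0.38 with an estimated correlation) or in females (adjusted p = 0.48 from camera and adjusted p = 0.65 with an estimated correlation), and it comes from the study of these samples. When the age effects of both sexes were compared directly with limma, 0 of 48 genes differed, with 3 at an unadjusted p under 0.05 and a smallest q of 0.374. The count was 4 without young males 5 and 5 without old males 3 and 5 for males, and 4 without young females 2 and 5 and old females 5 and 1 without young females 3 and old females 1 for females. In females it was 1 without the 4 old female libraries in doubt, left out after seeing the data. Chst15's fold was below 1.2 without young females 3 and old females 1 (q = 0.0491 and 0.0363). Fut4 passed without young males 3 and old males 5 (q = 0.0275 and 0.0172, in that order).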

When looking at genes involved in mucus biosynthesis, the effect of ageing was more pronounced in males. 

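St3gal4, a sialyltransferase, had a log2 value of 8.87 ± 0.48 (SD, n = 5) in old males and 9.90 ± 0.273 (SD, n = 6) in young males, a log2 fold change of -1.02 (standard error 0.198, q = 0.00272). All 5 old males lay below every young male (two-sided exact permutation test, p = 0.00216). Chst4, a sulfotransferase, had 7.83 ± 0.183 (SD, n = 5) in old males and 8.39 ± 0.328 (SD, n = 6) in young males, a log2 fold change of -0.56 (standard error 0.133, q = 0.0129), with 3 of 5 old males below every young male (two-sided exact permutation test, p = 0.0173). Both passed whichever mouse was left out. Chst2, another sulfotransferase, had a log2 fold change of -0.29 (standard error 0.106, q = 0.0937) (two-sided exact permutation test, p = 0.0455), and St3gal5, the enzyme that makes the ganglioside GM3, had 1.06 (standard error 0.366, q = 0.0782) (two-sided exact permutation test, p = 0.0411); neither passed. In females the log2 fold changes were -0.39 (standard error 0.207, q = 0.13) for St3gal4, -0.25 (standard error 0.139, q = 0.141) for Chst4, -0.16 (standard error 0.111, q = 0.208) for Chst2 and 0.99 (standard error 0.382, q = 0.0539) for St3gal5. The age effect in males minus that in females was -0.63 (standard error 0.287, q = 0.47) for St3gal4 and -0.30 (standard error 0.192, q = 0.543) for Chst4. Chst2 passed without old males 3 (q = 0.0061). St3gal5 passed without young males 5 and old males 5 (q = 0.0397 and 0.0243, in that order). In females, St3gal4 passed without old females 4 (q = 0.0367), and St3gal5 passed without young females 2 and 5 and old females 3 (q = 0.0229, 0.0381 and 0.0214, in that order).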

When comparing old males with young males, several genes in the mucus biosynthesis had a lower expression, such as *Chst2 (p = 0*.*09)*, *Chst4* and *St3gal4*, while *St3gal5* tended (p = 0.08) to have a higher expression. From genes related to tight junctions, *Cldn10* tended (p = 0.05) to have a higher expression in old males than young males. 

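Cldn10 encodes a claudin, a protein of the seal between epithelial cells, and had a log2 value of 4.78 ± 0.12 (SD, n = 5) in old males and 4.48 ± 0.137 (SD, n = 6) in young males. Its log2 fold change was 0.30 (standard error 0.0843, q = 0.0343), and 4 of 5 old males lay above every young male (two-sided exact permutation test, p = 0.00649). A second probe set of Cldn10 had a log2 fold change of 0.19 (q = 0.14). For Cldn10 the old males at 4.65 to 4.96 and the young males at 4.25 to 4.66 lay within the range of Xist in the matching male libraries (3.68 to 5.55). Its fold is therefore not exact. Magi1, a scaffold protein of tight junctions, fell by 0.26 on the log2 scale (standard error 0.0503, q = 0.0025). These were the called members among the 48 tight junction genes of S4 Table in males, 1 higher and 1 lower (1 and 1 when adjusted over the list alone). The list as a whole, which comes from the study of these samples, was shifted down (adjusted p = 0.042 from camera and adjusted p = 0.22 with an estimated correlation). Cldn10 did not pass without young males 1, 2, 4 and 5 and old males 1 and 4 (q = 0.0577, 0.0838, 0.0502, 0.0532, 0.126 and 0.0511, in that order). Magi1's fold was below 1.2 without young males 1, 3, 4 and 6 and old males 1, 2 and 4 (q = 0.00704, 0.0071, 0.00642, 0.0063, 0.016, 0.0108 and 0.00947). The count was 0 without young males 1 and 4 and old males 1 and 4 and 1 without young males 2, 3, 5 and 6 and old males 2.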

In old females, *Cldn11* and *Cldn4* had a higher expression than in young females. 

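Cldn4, a claudin that tightens the paracellular seal, had a log2 value of 8.67 ± 0.437 (SD, n = 5) in old females and 7.91 ± 0.334 (SD, n = 5) in young females. Its log2 fold change was 0.76 (standard error 0.256, q = 0.0326), and 4 of 5 old females lay above every young female (two-sided exact permutation test, p = 0.0238). Cldn11 had 4.69 ± 0.0763 (SD, n = 5) in old females and 4.42 ± 0.17 (SD, n = 5) in young females, a log2 fold change of 0.27 (standard error 0.0837, q = 0.023), with 3 of 5 old females above every young female (two-sided exact permutation test, p = 0.0238). The old females, at 4.61 to 4.8 for Cldn11, lay within the range of Xist in the matching male libraries (3.68 to 5.55), so this fold is not exact. Ctnna2, an alpha-catenin that links cadherins to actin, fell by 0.28 (standard error 0.0991, q = 0.0418) on the log2 scale. Of the 48 tight junction genes, 2 rose and 1 fell in females (1 and 0 when adjusted over the list alone; adjusted p = 0.2 from camera and adjusted p = 0.49 with an estimated correlation). In males the log2 fold changes were 0.19 (q = 0.533) for Cldn4 and -0.08 (q = 0.484) for Cldn11, and in females that of Cldn10 was 0.01 (q = 0.529). The age effect in males minus that in females was -0.57 (standard error 0.354, q = 0.537) for Cldn4, -0.34 (standard error 0.116, q = 0.407) for Cldn11 and 0.29 (standard error 0.122, q = 0.448) for Cldn10. Cldn4 did not pass without young females 1, 3 and 4 and old females 1 and 4 (q = 0.0621, 0.093, 0.061, 0.085 and 0.0748, in that order). Cldn11 did not pass without young females 1 and 4 (q = 0.0731 and 0.0539, in that order), and its fold was below 1.2 without old females 3 (q = 0.0475). Ctnna2 did not pass without young females 3 and 5 and old females 1, 2, 4 and 5 (q = 0.137, 0.061, 0.0539, 0.0636, 0.0998 and 0.0631, in that order). The count was 1 without young females 1 and 3 and old females 4. It was 0 without old females 2 and 4 and ovx old females 2 and 5, left out after seeing the data, where Cldn4 had 0.89 (q = 0.083), Cldn11 0.29 (q = 0.0895) and Ctnna2 -0.26 (q = 0.178) as log2 fold change.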

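Reg4, a secreted lectin of the regenerating family, had a log2 value of 12.03 ± 0.482 (SD, n = 5) in old females and 9.58 ± 1.6 (SD, n = 5) in young females. It rose with a log2 fold change of 2.44 (standard error 0.605, q = 0.00706), and 4 of 5 old females lay above every young female (two-sided exact permutation test, p = 0.0159). In males Reg4 was 11.35 ± 1.21 (SD, n = 5) in old males and 9.57 ± 1.21 (SD, n = 6) in young males, a log2 fold change of 1.78 (standard error 0.58, q = 0.0625) that did not pass (two-sided exact permutation test, p = 0.0411); the age effect in males minus that in females was -0.66 (standard error 0.838, q = 0.701). Defa24, an alpha-defensin of Paneth cells, was 4.76 ± 0.427 (SD, n = 5) in old males and 2.73 ± 0.221 (SD, n = 6) in young males (log2 fold change 2.03 (standard error 0.546, q = 0.0256); two-sided exact permutation test, p = 0.00216) and 4.12 ± 2.24 (SD, n = 5) in old females and 2.54 ± 0.207 (SD, n = 5) in young females (log2 fold change 1.58 (standard error 0.57, q = 0.0423); two-sided exact permutation test, p = 0.0714). Old females replicate 4 had Defa24 at 7.98 with the next old female at 3.83, and it was the highest of the old females for 16 of 23 measured genes of Paneth cells and small-intestinal enterocytes; without it the log2 fold change of Defa24 in females was 0.62 (q = 0.0702). The young males lay at 2.44 to 3.08 and the young females at 2.2 to 2.71 for Defa24, no higher than the Y-linked gene Uty in 14 libraries of females (2.62 to 3.18), so the young level is not shown to be above background and the folds in both sexes are not exact ones. Of the beta-defensins, which are anti-microbial peptides of epithelia, Defb34 (0.38 (q = 0.0123)) and Defb25 (0.30 (q = 0.0434)) rose in females. The old females, at 4.35 to 4.76 for Defb34 and 4.68 to 5.01 for Defb25, lay within the range of Xist in the matching male libraries (3.68 to 5.55). The folds of Defb34 and Defb25 are therefore not exact. Defb40 passed upward in males (q = 0.0268), but the young males at 3.49 to 4.07 overlap the Y-linked gene Kdm5d in the same 14 libraries of females (3.21 to 3.77), so no fold is given. Defb50 passed in males (q = 0.0138), but at 2.14 to 2.82 in both groups it is not shown to be above background either. The 50 anti-microbial peptide genes of S4 Table come from the study of these samples. Of these, 3 passed upward and 0 downward in males (3 and 0 when adjusted over the list alone, adjusted p = 0.01 from camera and adjusted p = 0.19 with an estimated correlation) and 4 upward and 0 downward in females (2 and 0 when adjusted over the list alone, adjusted p = 0.0064 from camera and adjusted p = 0.25 with an estimated correlation). The log2 fold change was positive for 33 of 50 in males and 37 of 50 in females. In old males 18 of the 23 measured genes of Paneth cells and small-intestinal enterocytes also had a positive log2 fold change. The enterocyte list was shifted up there (median 0.47, adjusted p = 0.00067 from camera and adjusted p = 0.21 with an estimated correlation). Of its 17 genes, 3 were called higher and 1 lower. Reg4 passed without young males 5 and old males 5 (q = 0.0276 and 0.0117, in that order). Defa24 did not pass without young males 4 and old males 1, 2 and 4 (q = 0.0503, 0.0731, 0.0647 and 0.0532, in that order). Defb40 did not pass without young males 1 and 2 and old males 3, 4 and 5 (q = 0.0722, 0.0623, 0.0589, 0.0537 and 0.058, in that order). Defb50 did not pass without old males 1 (q = 0.0651), and its fold was below 1.2 without old males 3 (q = 0.0326). In females, Defa24 did not pass without young females 1, 2, 3, 4 and 5 and old females 2 and 4 (q = 0.082, 0.0676, 0.0728, 0.0613, 0.0541, 0.0647 and 0.0702, in that order). Defb25 did not pass without young females 1, 2 and 3 and old females 1, 2 and 3 (q = 0.0818, 0.0564, 0.118, 0.0708, 0.0802 and 0.0854, in that order). The count was 1 without old males 1, 3 and 4 for males and 2 without young females 1, 2 and 3 and old females 2 for females. In males it was 0 without the dimmest 25% of probe sets, a filter that removes Defa24, Defb40 and Defb50 themselves. In females it was 1 without the 4 old female libraries in doubt, left out after seeing the data.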

Genes involved in the synthesis of anti-microbial peptides, such as *Reg4* and several defensins, were generally expressed at higher levels in old mice as compared to young mice. Ovariectomy also had no effect on the expression of genes related to gut barrier in the colon (S4 Table).

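In the comparison of 5 old females with 5 old ovx females, limma called 0 of 18820 genes, with 221 at an unadjusted p under 0.05 and a fold of at least 1.2. The smallest q was 0.996. Of the gut barrier genes, Reg4 was 12.03 ± 0.482 (SD, n = 5) in old females and 12.09 ± 0.196 (SD, n = 5) in old ovx females. The log2 fold change of old females over ovx females was -0.07 (standard error 0.605) for Reg4, 0.29 (standard error 0.256) for Cldn4, 0.14 (standard error 0.0837) for Cldn11 and 1.25 (standard error 0.57) for Defa24, which was 0.28 without old females 4; with the ovx females at 2.59 to 3.41, near the level of Uty in females, these are not exact folds. Among the sections of S4 Table limma called 0 of 48 tight junction genes, with 0 at an unadjusted p under 0.05 (adjusted p = 0.91 from camera and adjusted p = 0.93 with an estimated correlation), and 0 of 50 anti-microbial peptide genes, with 2 (adjusted p = 0.69 from camera and adjusted p = 0.93 with an estimated correlation). The anti-microbial peptide genes had a median log2 fold change of -0.0124 and a mean of 0.00702, which differ in sign. The paper's fold changes in S4 Table fit another division of these 10 mice better than their labels do, which bears on each value of this comparison. Without old females 2 and 4 and ovx old females 2 and 5, left out after seeing the data, limma called 0 genes.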

An impaired mucus layer and altered microbiota composition will lead to changes in intestinal immune responses. Therefore, ingenuity pathway analysis (IPA) was applied to identify the biological functions, with focus on immunology, of the genes that differed significantly between young and old mice and between males and females. We took for IPA the z-scores of functions as this is a quantitative measure for up- or downregulation, in which a negative z-score implies an inhibition of the pathway and a positive z-score an enhanced activity.

In the ileum, in both males and females, IPA listed 500 functions that were enriched from the genes which differed in expression between young and old mice, including several immune related functions. However, during ageing many of these functions were influenced in a sex dependent way (S5 Table). Most functions were downregulated in old males as compared to young males. Key immunological functions that were strongly downregulated in old males as compared to young males were the quantity and migration of lymphocytes. In females, less immunological functions related to the genes with a different expression during aging were affected. Key immunological functions that were affected by age in females were adhesion of immune cells and inflammatory response.

In the colon, key immunological functions that were strongly upregulated in old males as compared to young males were differentiation of leukocytes and quantity of neutrophils. On the other hand, activation of B lymphocytes, functions of leukocytes and phagocytes and the quantity of lymphocytes were downregulated in old males as compared to young males. 

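Among the fixed lists of innate immune cells, that of macrophages was shifted up in old males: 5 of 15 genes rose and 0 fell (7 and 0 when adjusted over the list alone), with adjusted p = 2.5e-05 from camera and adjusted p = 0.21 with an estimated correlation. Cd68, a lysosomal protein of macrophages, had a log2 fold change of 0.56 (standard error 0.108, q = 0.00271) and Mrc1, the mannose receptor, of 0.45 (standard error 0.101, q = 0.00861). Of the neutrophil markers 1 of 13 genes rose and 0 fell (1 and 0 when adjusted over the list alone), and the list was not shifted (adjusted p = 0.069 from camera and adjusted p = 0.24 with an estimated correlation); the member that rose was Mmp9, a gelatinase stored in neutrophil granules, at 1.05 (standard error 0.219, q = 0.00556). Among dendritic cell genes 1 of 11 genes rose and 0 fell (2 and 0 when adjusted over the list alone), and the list was shifted up (adjusted p = 0.011 from camera and adjusted p = 0.26 with an estimated correlation), with the lectin Cd209a at 0.43 (q = 0.0176). In the mast cell list 2 of 11 genes rose and 0 fell (2 and 1 when adjusted over the list alone), again shifted up (adjusted p = 0.03 from camera and adjusted p = 0.26 with an estimated correlation), with the carboxypeptidase Cpa3 at 0.78 (q = 0.0144). For eosinophils 1 of 6 genes rose and 1 fell (1 and 1 when adjusted over the list alone), with adjusted p = 0.91 from camera and adjusted p = 0.92 with an estimated correlation. Cd209a did not pass without old males 4 (q = 0.0538). Cpa3 did not pass without old males 4 (q = 0.0551).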

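The B cell list was shifted down in old males: 0 of 14 genes rose and 3 fell (0 and 4 when adjusted over the list alone), with adjusted p = 1.2e-05 from camera and adjusted p = 0.26 with an estimated correlation. Spib, a transcription factor of B cells, had a log2 fold change of -0.79 (standard error 0.173, q = 0.0073). Cr2, the complement receptor of B cells and follicular dendritic cells, passed downward (q = 0.0406), but 4 of 5 old males lay at 2.99 to 3.1, within the range of Uty in females, so their level is not shown to be above background and no fold is given. Of the germinal centre genes 0 of 6 genes rose and 2 fell (0 and 2 when adjusted over the list alone) (adjusted p = 0.008 from camera and adjusted p = 0.19 with an estimated correlation), namely Rgs13 at -0.73 (q = 0.000664) and Bcl6, the master regulator of the germinal centre, at -0.56 (q = 0.00526). RNA of whole tissue does not show which cells lost Rgs13 and Bcl6. The tuft cell list of the epithelium was shifted down in old males too (adjusted p = 2.6e-05 from camera and adjusted p = 0.19 with an estimated correlation). Limma called 0 of 13 plasma cell genes, with 4 at an unadjusted p under 0.05 and 0 when adjusted over the list alone, while the list was shifted down (adjusted p = 0.018 from camera and adjusted p = 0.27 with an estimated correlation). It called 0 of 15 T cell genes, with 3 at an unadjusted p under 0.05 and 0 when adjusted over the list alone (adjusted p = 0.069 from camera and adjusted p = 0.38 with an estimated correlation). In the list of effector and regulatory T cells and NK cells 0 of 15 genes rose and 2 fell (1 and 3 when adjusted over the list alone) (adjusted p = 0.41 from camera and adjusted p = 0.63 with an estimated correlation). Gzma, a protease of cytotoxic granules, fell by an estimated 1.48 on the log2 scale (standard error 0.193, q = 3.58e-05), with the old males at 3.4 to 4.76. The low end of that range overlaps the Y-linked gene Kdm5d in 14 libraries of females (3.21 to 3.77). The level of Gzma in old males is thus not shown to be above background throughout, and its fold is not exact. Ccl5, a chemokine of T cells, had -0.98 (q = 0.00665). Among interferon response genes 0 of 21 genes rose and 2 fell (1 and 5 when adjusted over the list alone) (adjusted p = 0.0028 from camera and adjusted p = 0.22 with an estimated correlation), both of them sensors of viral RNA, Oasl2 at -0.46 (q = 0.0498) and Oas1a at -0.43 (q = 0.0431). Cr2 did not pass without young males 3 and 4 and old males 1, 2, 4 and 5 (q = 0.073, 0.0983, 0.117, 0.1, 0.0991 and 0.0597, in that order). Oasl2 did not pass without young males 1, 2, 3, 4 and 6 and old males 1, 2, 3 and 4 (q = 0.118, 0.0812, 0.0625, 0.0587, 0.0893, 0.19, 0.0812, 0.0558 and 0.133, in that order). Oas1a did not pass without young males 1, 2, 3, 4 and 6 and old males 1, 3, 4 and 5 (q = 0.0998, 0.0949, 0.0601, 0.0679, 0.0551, 0.0743, 0.0512, 0.118 and 0.0819, in that order).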

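In females the list of inflammatory cytokines, chemokines and epithelial defence was shifted up with age: 4 of 24 genes rose and 0 fell (2 and 0 when adjusted over the list alone), with adjusted p = 0.0097 from camera and adjusted p = 0.25 with an estimated correlation. The largest rise was that of Il18, a cytokine of the epithelium, at 0.71 (standard error 0.192, q = 0.0118). Of the dendritic cell genes 3 of 11 genes rose and 0 fell (3 and 0 when adjusted over the list alone) (adjusted p = 0.12 from camera and adjusted p = 0.49 with an estimated correlation), led by Cd209a at 0.48 (q = 0.0046). Macrophage genes were mixed, as 2 of 15 genes rose and 1 fell (2 and 1 when adjusted over the list alone) (adjusted p = 0.2 from camera and adjusted p = 0.67 with an estimated correlation). For MHC class II 0 of 9 genes rose and 1 fell (0 and 1 when adjusted over the list alone) (adjusted p = 0.88 from camera and adjusted p = 0.92 with an estimated correlation), and for MHC class I 0 of 12 genes rose and 1 fell (0 and 1 when adjusted over the list alone), a list shifted down (adjusted p = 0.036 from camera and adjusted p = 0.49 with an estimated correlation). Of the T cell genes 0 of 15 genes rose and 2 fell (0 and 2 when adjusted over the list alone) (adjusted p = 0.18 from camera and adjusted p = 0.58 with an estimated correlation), Cd3g at -0.49 (q = 0.0334) and Cd3d at -0.36 (q = 0.0257), parts of the T cell receptor complex. In the list of effector and regulatory T cells and NK cells 2 of 15 genes rose and 5 fell (2 and 5 when adjusted over the list alone) (adjusted p = 0.9 from camera and adjusted p = 0.92 with an estimated correlation), with a median log2 fold change of 0.124 and a mean of -0.113. Gzma fell by an estimated 1.54 on the log2 scale (q = 2.79e-05). Eomes, a transcription factor of these cells, passed upward (q = 0.0114), with the young females at 3.16 to 3.72, the level of the Y-linked gene Kdm5d in 14 libraries of females (3.21 to 3.77). Of the B cell genes 0 of 14 genes rose and 1 fell (0 and 0 when adjusted over the list alone) (adjusted p = 0.2 from camera and adjusted p = 0.73 with an estimated correlation), and of the plasma cell genes 1 of 13 genes rose and 1 fell (1 and 1 when adjusted over the list alone) (adjusted p = 0.43 from camera and adjusted p = 0.73 with an estimated correlation), with Igkc, the kappa light chain of antibodies, at -1.16 (q = 0.00314). Among the granulocytes, the neutrophil list was shifted up (adjusted p = 0.047 from camera and adjusted p = 0.25 with an estimated correlation; 2 of 13 genes rose and 0 fell (2 and 0 when adjusted over the list alone)), and of the eosinophil genes 0 of 6 genes rose and 1 fell (0 and 1 when adjusted over the list alone) (adjusted p = 0.9 from camera and adjusted p = 0.92 with an estimated correlation), Siglecf at -0.39 (q = 0.00862). Of the germinal centre genes 0 of 6 genes rose and 2 fell (0 and 2 when adjusted over the list alone) (adjusted p = 0.2 from camera and adjusted p = 0.49 with an estimated correlation), Rgs13 at -0.77 (q = 0.00039) and Bcl6 at -0.42 (q = 0.0152). In the mast cell list 0 of 11 genes rose and 1 fell (0 and 1 when adjusted over the list alone) (adjusted p = 0.21 from camera and adjusted p = 0.56 with an estimated correlation), namely Kit, the receptor of stem cell factor, at -0.51 (q = 0.00921). Which cells of the tissue lost Siglecf, Rgs13, Bcl6 and Kit was not tested. In old females the lists of tuft cells (adjusted p = 0.0042), enteric neurons (1.4e-06) and smooth muscle (0.012) were also shifted down by camera, and none with an estimated correlation. In the list of immediate early and heat shock genes 1 of 10 genes rose and 0 fell (1 and 0 when adjusted over the list alone), namely Fosb at 0.54 (q = 0.0253), and the list was shifted up in females (median 0.303; adjusted p = 0.0064 from camera and adjusted p = 0.49 with an estimated correlation). In males it was shifted down (median -0.294; adjusted p = 0.0059 from camera and adjusted p = 0.38 with an estimated correlation), where limma called 0 of its 10 genes (4 at an unadjusted p under 0.05). The interferon response list was shifted down in females, where 0 of 21 genes rose and 4 fell (0 and 5 when adjusted over the list alone) (adjusted p = 0.0018 from camera and adjusted p = 0.25 with an estimated correlation), led by Rtp4 at -0.58 (q = 0.0107). Cd3g did not pass without young females 2, 3 and 5 and old females 1, 2 and 5 (q = 0.0759, 0.0749, 0.0511, 0.0631, 0.0778 and 0.064, in that order). Cd3d did not pass without young females 1 and 3 and old females 2 (q = 0.0719, 0.0743 and 0.0888, in that order). Bcl6 did not pass without young females 3 (q = 0.0616). Fosb did not pass without young females 2 and 3 and old females 2 and 4 (q = 0.0586, 0.0933, 0.0548 and 0.0666, in that order). The calls in females also depend on the old female libraries in doubt. Without them, left out after seeing the data, 543 of all genes passed with age in females, against 1780 with them.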

In old females, key immunological functions that were upregulated as compared to young females were activation of antigen presenting cells and phagocytes and inflammatory responses, while the quantity of lymphocytes and the recruitment of granulocytes was downregulated in old females as compared to young females (S6 Table).

### 3.4. Ageing induced changes in T cell development in the Peyer’s patches and spleen is influenced by sex

As we found age and sex differences in mucus, microbiota, and intestinal immune functions using a microarray, we subsequently studied immune cell subsets in the Peyer’s patches (PP) and the spleens. We used the PP since it is an important immune sampling site of antigens from the gut lumen [31]. The spleen was used as a reference for systemic immunity. We focused on T cell subsets, as many genes which were influenced by ageing were related to T cell functions. Again we analyzed the data with a TWA, to understand if there was an interaction between age and sex on the percentage of the immune populations. When and interaction was present we tested with a Bonferroni post-test whether the effect of age was the same in both sexes.

In the PP, old mice had a lower percentage of T cells (CD3^+^) than young mice, while males had a higher percentage of T cells than females (TWA, p<0.05), illustrating baseline age and sex differences in T cell percentages (Fig 4A). The percentage of T helper cells (CD4^+^ cells) was overall higher in old mice than in young mice, but was also influenced by sex, as it was overall higher in males than in females (TWA, p<0.05) (Fig 4B). Overall, age and sex also influenced the percentage of T cytotoxic cells (CD8^+^ cells), which was lower in old mice than young mice and lower in males than in females (TWA, p<0.05) (Fig 4C). Age had an overall effect on the percentage of CD4^+^ cells expressing the early activation marker CD69, but not on the percentage of CD8^+^ cells expressing CD69. Old mice had a higher percentage of CD69^+^ CD4^+^ cells than young mice (TWA, p<0.05). Sex had no effect on the percentage of CD4^+^ or CD8^+^ expressing CD69 (Fig 4D and 4E). Ovariectomy, to mimic menopause, had no effect on the percentage of T cells, T cells subsets (CD4^+^ and CD8^+^ cells) and the activation of these cells (CD69^+^ cells) (Fig 4A–4E).

**Fig 4:**
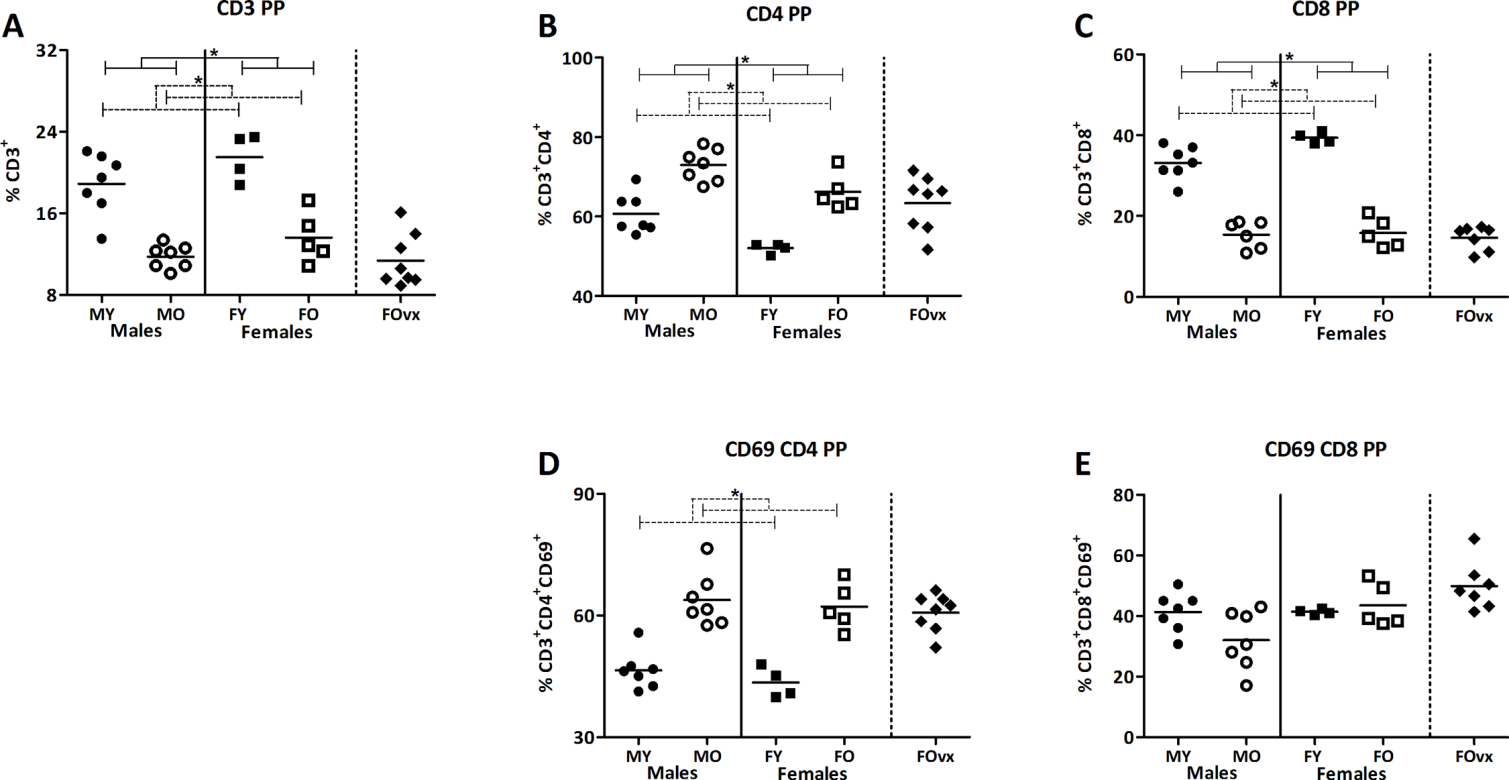
Effect of age and sex on T lymphocytes in the Peyer’s patches. Percentage of CD3^+^ T lymphocytes (A), the percentage of T helper cells (CD4^+^) (B), T cytotoxic cells (CD8^+^) (C), and the percentage of expression of CD69^+^CD4^+^ (D) and CD69^+^CD8^+^ (E) in the Peyer’s patches (PP) of young (3 months) and old (19 months) male and female B6 mice. T helper and T cytotoxic cells are expressed as the frequency of CD4^+^ and CD8^+^ cells within the CD3^+^ population respectively. Results are expressed as dot plots + means and were tested using a Two-way ANOVA for overall age and sex effects, followed by a Bonferroni post-test for comparison between groups. Significant age effects are indicated with dashed lines and significant sex effects are indicated with solid lines (p<0.05). An additional group of ovariectomized (ovx) old females was added and compared with the old females with a t-test to determine the effect of a loss of female sex hormones (human menopause).

Similar observations were seen in the spleen. Old mice had a lower percentage of T cells (CD3^+^) than young mice, while sex had no effect on the percentage of T cells (TWA, p<0.05) (Fig 5A). However, in both the percentage of CD4^+^ and CD8^+^ cells, the effect of age was different in the two sexes (TWA, p<0.05). Old mice had a higher percentage of CD4^+^, while a lower percentage of CD8^+^ cells, but this ageing effect was more pronounced in females (Bonferroni, p<0.05) (Fig 5A and 5C). Additionally, old mice had a higher percentage of both CD4^+^ and CD8^+^ cells expressing CD69, while sex had no effect on these populations (TWA, p<0.05) (Fig 5D and 5E). Ovariectomized females had lower percentage of CD8^+^ cells and both CD4^+^ and CD8^+^ cells expressing CD69 (t-test, p<0.05) (Fig 5A–5E).

**Fig 5:**
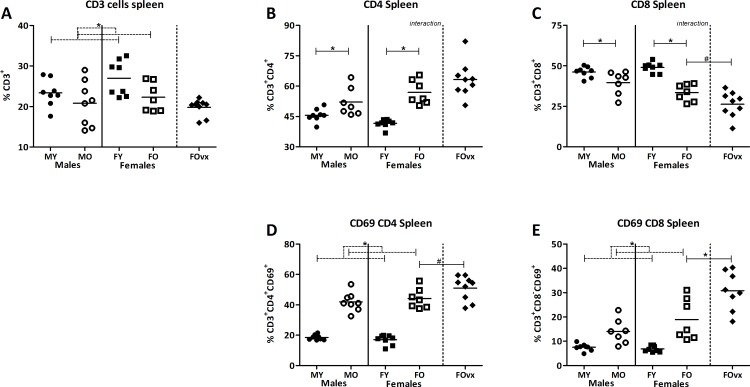
Effect of age and sex on T lymphocytes in the spleen. Percentage of CD3^+^ T lymphocytes (A), the percentage of T helper cells (CD4^+^) (B), T cytotoxic cells (CD8^+^) (C), and the percentage of expression of CD69^+^CD4^+^ (D) and CD69^+^CD8^+^ (E) in the spleen of young (3 months) and old (19 months) male and female B6 mice. T helper and T cytotoxic cells are expressed as the frequency of CD4^+^ and CD8^+^ cells within the CD3^+^ population respectively. Results are expressed as dot plots + means and were tested using Two-way ANOVA, followed by a Bonferroni post-test for comparison between groups. Significant age effects are indicated with dashed lines and significant sex effects are indicated with solid lines (p<0.05). An additional group of ovariectomized (ovx) old females was added and compared with the old females with a t-test to determine the effect of a loss of female sex hormones (human menopause).

When looking at the maturation status of the T cells in the PP, we found that, old mice had a lower percentage of naïve CD4^+^ cells than young mice, while males had a higher percentage of naïve CD4^+^ cells than females (TWA, p<0.05). However, in the naïve CD8^+^ population, the effect of age was different in males and females (TWA, p<0.05). No effect of age was found in male mice, while old females had a significantly lower percentage of naïve CD8^+^ cells than young females (Bonferroni, p<0.05) (Fig 6A and 6D). The effect of age was also different in both the percentage of central memory (CM) CD4^+^ and CD8^+^ cells (TWA, p<0.05). Both old male and female mice had a lower percentage of CM CD4^+^ cells than young male and female mice respectively, but this effect of age was more pronounced in females (Bonferroni, p<0.05). Age only had a significant effect on the percentage of CM CD8^+^ cells in male mice; old males had a higher percentage than young males (Bonferroni, p<0.05) (Fig 6B and 6E). Furthermore, old mice had a higher percentage of both effector memory (EM) CD4^+^ and CD8^+^ cells than young mice (TWA, p<0.05). Sex only influenced the percentage of EM CD8^+^ cells; males had a lower percentage than females (TWA, p<0.05) (Fig 6C and 6F). Ovariectomy had no effect on the maturation of T cells (Fig 6A–6F).

**Fig 6:**
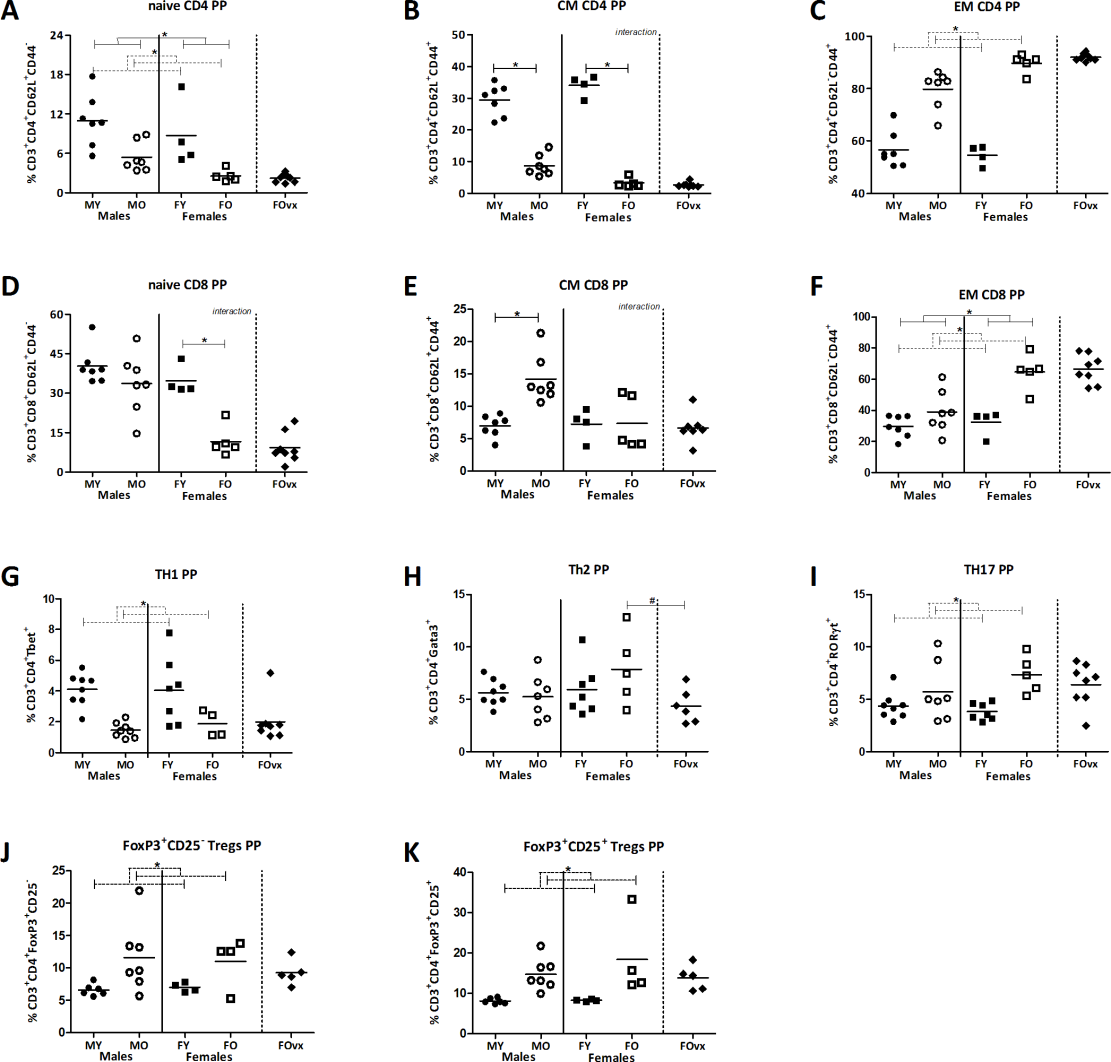
Effect of age and sex on T cell differentiation in the Peyer’s patches. Percentage of CD62L^+^CD44^-^ naive CD4^+^ (A) and CD8^+^ (D), CD62L^+^CD44^+^ central memory CD4^+^ (B) and CD8^+^ (E), CD62L^-^CD44^+^ effector memory CD4^+^ (C) and CD8^+^ (F), T helper 1 (G), T helper 2 (H), T helper 17 (I), FoxP3^+^CD25^-^ T regulatory cells (J), and FoxP3^+^CD25^+^ T regulatory cells (K) in the Peyer’s patches (PP) of young (3 months) and old (19 months) male and female B6 mice. T helper and T cytotoxic cells are expressed as the frequency of CD4^+^ and CD8^+^ cells within the CD3^+^ population respectively. Results are expressed as dot plots + means and were tested using Two-way ANOVA, followed by a Bonferroni post-test for comparison between groups. Significant age effects are indicated with dashed lines and significant sex effects are indicated with solid lines (p<0.05). An additional group of ovariectomized (ovx) old females was added and compared with the old females with a t-test to determine the effect of a loss of female sex hormones (human menopause).

Age also influenced the percentage of T helper subsets in the PP, while sex did not influence the effect of ageing. Old mice had a lower percentage of Th1 cells than young mice (Fig 6G), while old mice had a higher percentage of Th17 cells, FoxP3^+^CD25^-^ and FoxP3^+^CD25^+^ Tregs than young mice (TWA, p<0.05) (Fig 6I, 6L, and 6F). The effect of ovariectomy was only present in the Th2 subset; old ovx females had a reduced percentage of Th2 cells as compared to old non-ovx females (t-test, p<0.05) (Fig 6H).

In the spleen, old mice had a lower percentage of naïve CD4^+^ and CD8^+^ cells than young mice, while males had a higher percentage of naïve CD4^+^ and CD8^+^ cells than females (TWA, p<0.05) (Fig 7A and 7D). However, similar as in the PP, in the CM CD4^+^ population the effect of age was not the same in males and females (TWA, p<0.05). Ageing decreased the percentage of CM CD4^+^ cells in both males and females, however this effect was more pronounced in females (Bonferroni, p<0.05). Ageing increased the percentage of CM CD8^+^ cells, while sex had no effect on this population (TWA, p<0.05) (Fig 7B and 7E). Ageing also increased the percentage of EM CD4^+^ cells, while females had a higher percentage of EM CD4^+^ cells than males (TWA, p<0.05). The effect of age on the EM CD8^+^ population was different in males and females (TWA, p<0.05). Ageing increased the percentage of EM CD8^+^ cells in both males and females, but this effect was more pronounced in females (Bonferroni, p<0.05) (Fig 7C and 7F). Ovariectomy reduced the percentage of naïve CD4^+^ and CD8^+^ cells, CM CD8^+^ cells, while increased the percentage of EM CD8^+^ cells in the spleen (Fig 7A–7F).

**Fig 7:**
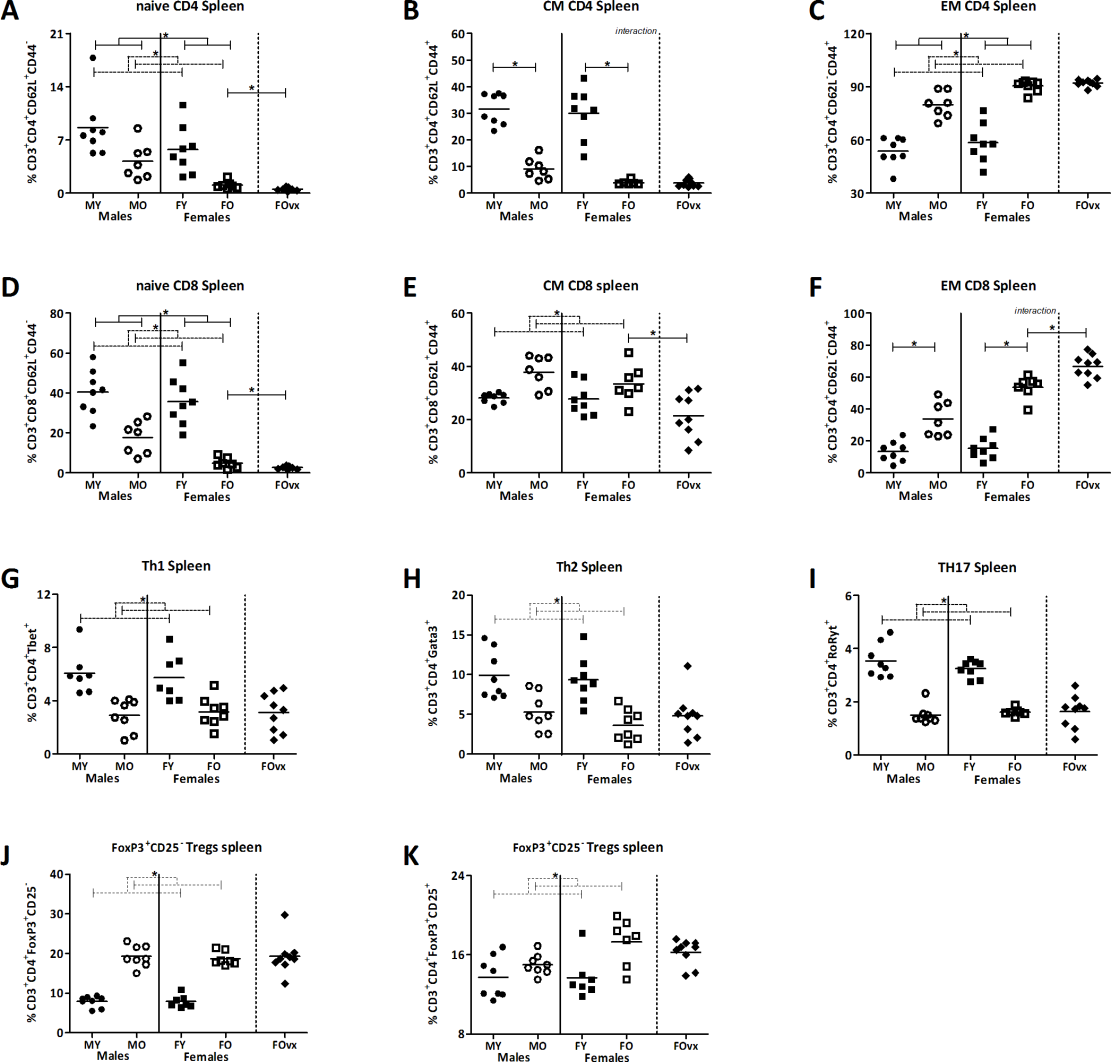
Effect of age and sex on T cell differentiation in the spleens. Percentage of CD62L^+^CD44^-^ naive CD4^+^ (A) and CD8^+^ (D), CD62L^+^CD44^+^ central memory CD4^+^ (B) and CD8^+^ (E), CD62L^-^CD44^+^ effector memory CD4^+^ (C) and CD8^+^ (F), T helper 1 (G), T helper 2 (H), T helper 17 (I), FoxP3^+^CD25^-^ T regulatory cells (J), and FoxP3^+^CD25^+^ T regulatory cells (K) in the spleen of young (3 months) and old (19 months) male and female B6 mice. T helper and T cytotoxic cells are expressed as the frequency of CD4^+^ and CD8^+^ cells within the CD3^+^ population respectively. Results are expressed as dot plots + means and were tested using Two-way ANOVA, followed by a Bonferroni post-test for comparison between groups. Significant age effects are indicated with dashed lines and significant sex effects are indicated with solid lines (p<0.05). An additional group of ovariectomized (ovx) old females was added and compared with the old females with a t-test to determine the effect of a loss of female sex hormones (human menopause).

Similar as within the PP, age had an effect on the percentage of T helper subsets in the spleen, while sex did not. Old mice had a lower percentage of Th1, Th2 and Th17 cells than young mice (Fig 7G–7I), while old mice had a higher percentage of FoxP3^+^CD25^-^ and FoxP3^+^CD25^+^ Tregs than young mice (TWA, p<0.05) (Fig 7J and 7K). Ovariectomy had no effect on the T helper subsets in the spleen.

We also looked at the percentage of B cells (CD19^+^B220^+^) in the PP and spleen, and the percentage of B cells expressing IgA (S6 Fig). Age and sex had no effect on the percentage of B cells in the PP. However, in the spleen males had a higher percentage of B cells than females. In both sexes, ageing increased the percentage of cells expressing IgA in the PP, while in the spleen this effect of age was only present in females.

### 3.5. Ageing and sex did not influence dendritic cell development in the Peyer’s patches

Dendritic cells (DCs), present just below the surface of the epithelial cells in the small intestine constantly sample the gut lumen. Upon encountering an antigen, DCs are activated and migrate to the PP or mesenteric lymph nodes to communicate with lymphocytes [32,33]. Depending on the type of antigen, they either activate or suppress an immune response by differentiating lymphocytes into effector cells.[33] Dendritic cells (DCs) in the PP expressing CD103 are able to differentiate T helper (Th) cells into FoxP3^+^ T regulatory cells (Tregs) [34].

Overall, age and sex had no effect on the percentage of DCs or the percentage of DCs expressing CD103 in the PP (TWA, p<0.05) (Fig 8). Ovariectomy also had no effect on the DC populations in the PP.

**Fig 8:**
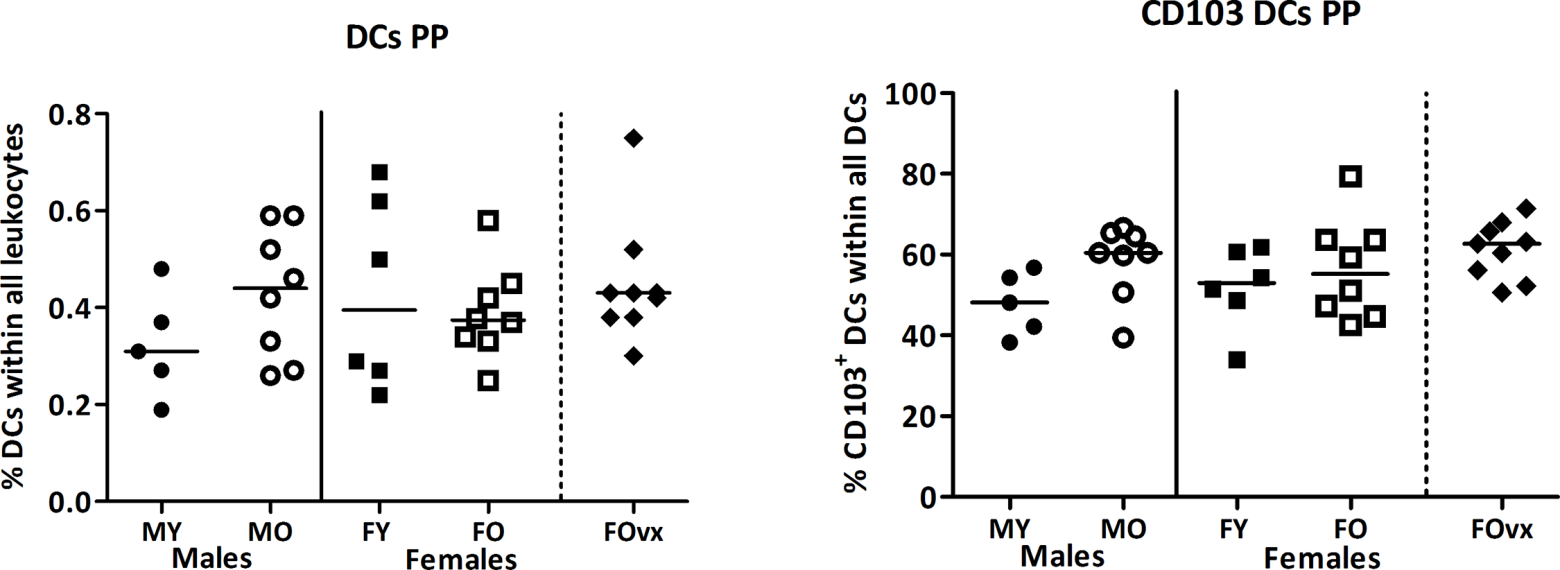
Effect of age and sex on the percentage of dendritic cells in the Peyer’s patches. Percentage of MHC2^+^CD64^-^CD19^-^CD11c^+^ dendritic cells (DCs) (A) and their expression of CD103 (B) in the Peyer’s patches (PP) of young (3 months) and old (19 months) male and female B6 mice. First leukocytes cells were selected based on size in the forward side scatter plot. DCs are expressed as the percentage MHC2^+^CD64^-^CD19^-^CD11c^+^ cells within all leukocytes. Results are expressed as dot plots + means and were tested using Two-way ANOVA followed by a Bonferroni post-test for comparison between groups. Significant age effects are indicated with dashed lines and significant sex effects are indicated with solid lines (p<0.05). An additional group of ovariectomized (ovx) old females was added and compared with the old females with a t-test to determine the effect of a loss of female sex hormones (human menopause).

In the spleen, overall old mice had a lower percentage of DCs than young mice (TWA, p<0.05). The expression of CD103 on DCs in the spleen was lower than in the PP (approximately 10%), and the percentage of DCs expressing CD103 was overall higher in old mice than young mice (TWA, p<0.05). Sex had no overall effect on the percentage of DC, but females had an overall higher percentage of CD103^+^ DCs than males (TWA, p<0.05) (data not shown).

## 4. Discussion

In this study we showed that age influenced mucus properties, the intestinal microbiota composition and intestinal immunity in a sex dependent way. Both old male and old female mice had a decreased mucus thickness in the colon as compared to young mice and contact between the colon epithelium and microbiota was observed at several locations in the old mice, illustrating inadequacies in the barrier function of mucus layer in both sexes in old age. This deterioration of mucus may be due to a decreased mucus production such as decreased production of MUC1 or by an age dependent decrease in genes involved in mucus biosynthesis, such as *Chst2*, *Chst4* and *St3gal4*. This may result in mucus with different composition such as different sulfonation. Decreased mucus production has been associated with increased colonization with pathobionts [12,17,18], which we also observed in the old mice. We found, compared to young mice, a higher abundance of the potential pathobiont *Bacteroides vulgatus et rel*.in the old mice [35]. These changes in mucus and microbiota were associated with enhanced activation of the immune system as illustrated by higher numbers of CD4^+^ effector cells in old mice and lower numbers of naïve CD4^+^ and CD8^+^ T cells in the old mice.

Interactions between the microbiota and the intestinal barrier can have a significant impact on health [36,37]. For example, mice with an impaired mucus layer, as found in mice lacking the MUC2 mucin, develop colitis [17,38]. Here we showed that the colonic mucus layer becomes thinner and less effective as a physical barrier during ageing in both males and females. Old mice showed a significant shrinkage of the colonic mucus layer as compared to young mice, which was associated with bacterial penetration and direct contact of bacteria with the epithelium. The reduction in mucus thickness may therefore explain the gradual deterioration of barrier function in the elderly [19], but also the age induced changes in immune responses [39]. Indeed, our study also showed changes in intestinal immune responses with ageing. Such age induced changes in mucus and intestinal immunology may also be related to the finding of Ha *et al*., who found age-associated variables in the management of IBD in older IBD patients. Additional, a decline in mucus thickness may also play a role in the higher susceptibility for rheumatoid arthritis (RA) in RA susceptible *0401 mice, as these mice also showed an altered microbiota composition and had a significantly higher gut permeability as compared to naive mice [40].

Apart from the thickness of the mucus layer, we also investigated the expression of essential genes involved in goblet cell secretory processes and mucus biosynthesis in both ileum and colonic tissue. 

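Goblet cells make and secrete the mucus of the colon. In old males 1 of 16 genes rose and 4 fell (1 and 6 when adjusted over the list alone) in the fixed list of goblet cell genes (adjusted p = 8e-05 from camera and adjusted p = 0.24 with an estimated correlation), and in old females 1 of 16 genes rose and 3 fell (1 and 3 when adjusted over the list alone) (adjusted p = 0.08 from camera and adjusted p = 0.63 with an estimated correlation). Ang4, an anti-microbial ribonuclease of goblet and Paneth cells, had a log2 fold change of -2.90 (standard error 0.515, q = 0.00124) in males and -2.37 (standard error 0.538, q = 0.00407) in females. Spink4, a secreted peptide of goblet cells, went the other way, at 0.45 (q = 0.0336) and 0.71 (q = 0.000993). In the fixed list for the O-linked sugar chains of mucins 0 of 19 genes rose and 3 fell (0 and 4 when adjusted over the list alone) in males (adjusted p = 6.2e-06 from camera and adjusted p = 0.19 with an estimated correlation) and 0 of 19 genes rose and 5 fell (0 and 5 when adjusted over the list alone) in females (adjusted p = 0.037 from camera and adjusted p = 0.49 with an estimated correlation). Gcnt1, which makes the core 2 branch, had a log2 fold change of -1.41 (standard error 0.244, q = 0.000952) in males and -1.46 (standard error 0.255, q = 0.000611) in females. B3gnt6, which makes the core 3 chain, had -1.01 (q = 0.0144) and -1.09 (q = 0.00478). St6gal1, a sialyltransferase counted in this list, had -0.60 (q = 0.000998) and -0.49 (q = 0.00358). Whether its fall concerns the chains of mucins or of other proteins and cells was not tested. Old females 4 was the lowest of its group for B3gnt6, at 6.67 with the nearest at 7.87, and without it the log2 fold change in females was -0.84 (q = 0.0211). In the same comparisons the list of small-intestinal enterocytes, for which that library stands apart, was shifted up, with a median of 0.47 in males (adjusted p = 0.00067 from camera and adjusted p = 0.21 with an estimated correlation) and 0.553 in females (adjusted p = 0.0078 from camera and adjusted p = 0.4 with an estimated correlation). Without old females 4 the median of this list in females was 0.171, while 7 of 17 were called higher with and without that library. With all libraries 2 of its 17 genes were called lower in females, and in males 3 were called higher and 1 lower. Spink4 did not pass without young males 1, 3, 4 and 6 and old males 1, 2 and 4 (q = 0.071, 0.0595, 0.0637, 0.0652, 0.133, 0.0672 and 0.0972, in that order). B3gnt6 did not pass without old males 1 and 4 (q = 0.0501 and 0.0533, in that order).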

Several genes involved in mucus pathways were influenced by age and generally downregulated in old mice. We mainly found differences in genes involved in the later stage of mucus production, at which sulfation groups are added to the carbohydrate chains in the trans-Golgi apparatus by sulfotransferases (such as *Chst4*) [41–43], and where sialyl groups are added by sialyltransferases (such as *St3gal4-5*) [43]. 

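Split by the kind of enzyme, a grouping made after seeing the data, the 48 biosynthesis genes of S4 Table gave the following counts. Of the sulfotransferases, which add sulfate to sugar chains, 0 of 17 rose and 1 fell in males (median log2 fold change -0.117), and 0 rose and 1 fell in females (median 0.00857). Of the sialyltransferases 0 of 7 rose and 1 fell in males (median log2 fold change -0.00987), and 0 rose and 0 fell in females (median -0.158). Their log2 fold changes in males ran from -1.02 for St3gal4 to 1.06 for St3gal5. Among the fucosyltransferases 0 of 7 rose and 0 fell in males (median log2 fold change -0.197), and 0 rose and 1 fell in females (median -0.168). Among the other genes of the section 0 of 17 rose and 0 fell in males (median log2 fold change 0.0568), and 0 rose and 0 fell in females (median -0.00208). The paper states that the differences were mainly in genes of a later stage of mucus production, where sulfate and sialic acid are added in the trans-Golgi. The split does not test at which stage the differences lie. Gcnt1 and B3gnt6, the enzymes of the core 2 branch and core 3 chain in the fixed list above, are not among the 48 genes. Both were called lower in old mice of both sexes. The paper also proposes that old mice may make up for a thinner mucus layer with anti-microbial peptides such as Reg4.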

Although no difference in the colonic mucus thickness between old male and females was found, most obvious changes induced by ageing in the colon were found in male mice. 

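Over all genes, limma called 635 changed in old males compared with young males, 267 higher and 368 lower, and 1780 in old females compared with young females, 654 higher and 1126 lower. Of these, 130 were higher and 249 lower in both sexes, where 9.28 and 22 would be shared by chance, and 0 were called in opposite directions. Scgb2b20, a secretoglobin, had a log2 fold change of 1.87 (standard error 0.123, q = 6.94e-11) in males and 2.06 (standard error 0.128, q = 3.42e-11) in females, and Vsig2, a membrane protein of the immunoglobulin family, 1.54 (q = 6.94e-11) and 1.53 (q = 1.86e-10). Creb3l3, a transcription factor of lipid metabolism, had 1.80 (q = 0.000392) and 2.04 (q = 9.87e-05). Among the largest falls, Mptx1, a mucosal pentraxin, had -3.43 (standard error 0.554, q = 0.000522) in males and -2.92 (standard error 0.579, q = 0.00159) in females, Grin3a, a glutamate receptor subunit, -2.00 (q = 0.000137) and -2.36 (q = 2.61e-05), and Rps4l, a ribosomal protein paralog, -1.45 (q = 4.72e-07) and -1.54 (q = 2.14e-07). Other large rises were those of the lectin Cd209f at 2.12 (q = 8.8e-06) in males, and of the water channel Aqp8 at 2.73 (q = 0.00153) and the urea cycle enzyme Cps1 at 2.21 (q = 0.00751) in females. Col8a1, a collagen, had -1.60 (q = 5.28e-07) in males. When the age effects were compared directly, limma called 0 genes, with 972 at an unadjusted p under 0.05 and a smallest q of 0.271, so that no gene was shown to respond to age more in 1 sex. Old and young mice did not overlap for 575 genes in males, where chance gives 0.433% of genes, and for 1444 in females, where it gives 0.794%. The count in males was 318 without old males 1, 379 without old males 2 and 380 without old males 4, and that in females was 1185 without old females 4. Without the libraries whose sex-linked genes go against their labels the counts were 610 and 1189, and without the old females 2 and 4 and ovx old females 2 and 5 they were 678 and 543; these libraries were chosen after seeing the data.

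**Figure D3:**
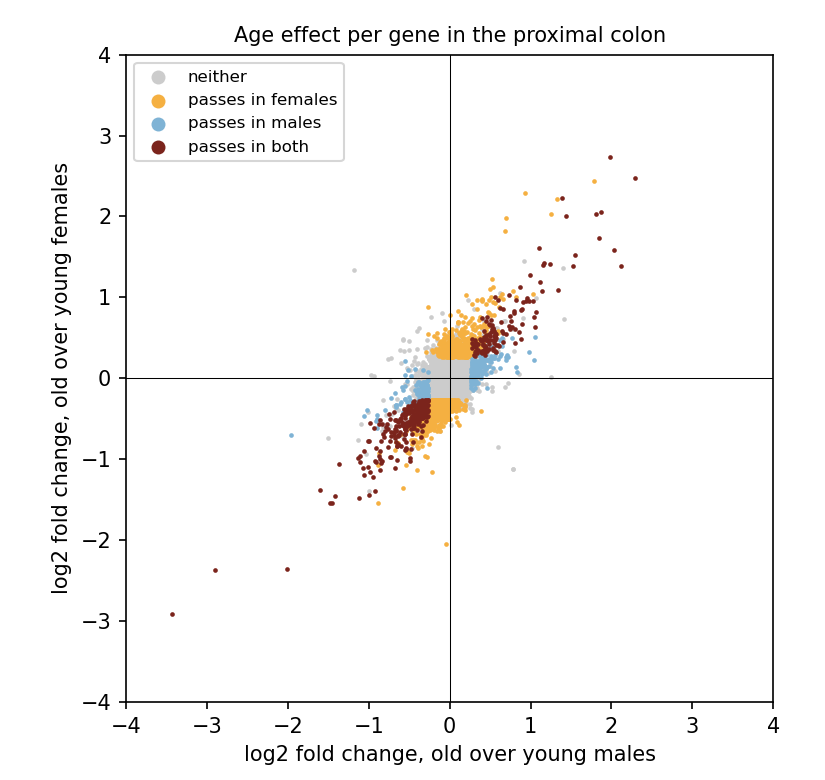
Log2 fold change of old over young males against that of old over young females, 1 point per gene, coloured by the sex in which the gene passed the threshold. Genes that passed in both sexes lie in the lower left and upper right parts of the plot, 249 and 130 of them.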

Of the mucins, *Muc1* was downregulated in old males as compared to young males, while in old females *Muc6* tended to be upregulated as compared to young females. The old mice may compensate for the loss of mucus thickness with the production of several anti-microbial peptides, such as *Reg4*, as this gene was upregulated. 

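For mucus genes, the log2 fold change of old females over old ovx females was -0.01 (standard error 0.0514) for Muc2 (near the top of the range of the arrays), -0.10 (standard error 0.172) for Muc1, 0.04 (standard error 0.15) for Muc6, 0.00 (standard error 0.139) for Chst4 and 0.04 (standard error 0.207) for St3gal4. Limma called 0 of 12 mucins and 0 of 48 mucus biosynthesis genes, with 0 at an unadjusted p under 0.05 in each (adjusted p = 0.95 from camera and adjusted p = 0.97 with an estimated correlation, and adjusted p = 0.72 from camera and adjusted p = 0.93 with an estimated correlation, in that order). It called 0 of 16 goblet cell genes (0 at an unadjusted p under 0.05; adjusted p = 0.91 from camera and adjusted p = 0.97 with an estimated correlation) and 0 of 19 O-glycan elongation genes (0 at an unadjusted p under 0.05; adjusted p = 0.95 from camera and adjusted p = 0.98 with an estimated correlation). A q above the threshold with 5 mice per group does not show that these genes were equal.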

Although, old ovx females tended to have a thicker mucus layer than non-ovx females, ovariectomy seemed to have no effect on the mucus properties, as in old ovx females no genes related to mucus properties were differently expressed as compared to old non-ovx females.

The differences in mucus layer between young and old mice may be related to the observed differences in microbiota composition. Indeed, we found age related differences in the microbiota composition: aged mice had a higher abundance of the potential pathobiont *Bacteroides vulgatus et rel*. [35] than young mice. We also found a significantly lower abundance of various *Lactobacillus* species and unclassified *Clostridiales type IV* and *XIV* in old mice, of which the latter two are known butyrate producers. These species have beneficial (gastrointestinal) health effects [44,45], and a decrease in these species and an increase in potential pathobionts may be associated with the general higher susceptibility for diseases at an older age. Additionally, the change in microbiota composition may be related to the decreased mucus thickness in old mice, as for instance *Bacteriodetes vulgatus* has been shown to be able to degrade mucus [46]. However, from the present study, it cannot be concluded whether differences in microbiota induce differences in mucus thickness or the other way around. Further studies are needed to evaluate the underlying mechanisms. This could include studies measuring the mucus thickness at several time-point during the process of ageing, to investigate the development of mucus shrinkage. Additionally, studying mucus properties in the small intestine would be interesting as this is an important immunological site [47].

Differences in mucus thickness and composition as well as differences in the microbiota may induce differences in immune responses. Therefore we first performed a gene array on ileum and colonic tissue and indeed found that many immunological functions were affected by age, and sometimes dependent on sex. 

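Counted over the 14 fixed lists of immune genes with 185 genes in the colon, 12 rose and 11 fell with age in males, and 14 rose and 20 fell in females. In all 13 genes changed in both sexes, where 4.23 would by chance. Of the 14 lists, camera called 3 shifted up and 4 down in males, and 2 up and 2 down in females; 0 were called with an estimated correlation in either sex, with lowest adjusted p of 0.19 and 0.25. The age effect itself differed between the sexes for 0 of 185 genes by limma, and for 3 lists by camera. For the age effect in males minus that in females, the B cell list was shifted down (median -0.31; adjusted p = 0.029 from camera and adjusted p = 0.97 with an estimated correlation), as was the inflammatory list (median -0.0931; adjusted p = 0.0038 from camera and adjusted p = 0.39 with an estimated correlation), and the macrophage list was shifted up (median 0.116; adjusted p = 0.029 from camera and adjusted p = 0.94 with an estimated correlation).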

In both the ileum and colon, more functions related to immunity were influenced by age in males as compared to females. Many of these functions were related to lymphocyte numbers and function, such as activation of T lymphocytes, proliferation of T lymphocytes and differentiation of lymphocytes. Therefore, we also studied T lymphocyte subpopulations in the PP and in the spleen. We used the PP since it is an important immune sampling site of antigens from the gut lumen [31] and the spleen as a reference for the peripheral immune system. Both sexes showed typical signs of immune senescence [39], as a lower percentage of total T cells and naïve T cells and a higher percentage of effector memory T cells were found in old than in young mice in both organs [39,48]. This has been suggested to cause the lack of capacity of elderly to react to new pathogens. Furthermore, aged mice of both sexes had an increased percentage of Th17 cells in their PP, indicating an increased inflammation in old mice as compared with young mice. As Th17 cells are thought to play a central role in the induction and persistence of the inflammation in IBD [49], these cells may also be involved in the change in symptoms of IBD with ageing [6]. However, in the spleen, we found decreased percentages of Th17 cells. This is in contrast to other studies, showing an increased systemical Th17 response with ageing [50,51]. The reason for this is unknown, but it may be due to study object (mouse vs. human), mouse strain, age, and organ choice and marker selection (basal transcription factor expression in our study vs. cytokines induced after stimulation in other studies). In several immune populations, interaction between age and sex was present, especially in the maturation of T cells, suggesting that the ageing of immune cells is different between males and females. Interestingly, the effect of age was often more pronounced in females as compared to males, while the opposite was true for the immunological functions related to the gene expression in the ileum and colon.

## 5. Conclusions

The firm mucus layer in the colon was thinner in old mice than in young mice and was influenced by sex. The decline in mucus thickness during ageing was severe enough to allow contact between the epithelium and microbiota in both sexes. The decline in mucus thickness with ageing might be explained by downregulation of genes involved in mucus biosynthesis pathways and was associated with a changed microbiota, such as a relative high abundance of certain pathobionts and a relative low abundance of more beneficial bacteria strains. The age differences in mucus thickness, mucus gene expression and microbiota composition may have induced the age differences in immune responses in the PP, such as a decreased percentage of naïve T cells, increased percentage of effector memory cells and increased Th17 cells.

## Supporting information

S1 Fig Gating strategy for determination of T cell subsets in the Peyer’s patches. Lymphocytes were gated based on size in the forward side scatter plot (100.000 events are shown) and T cells were determined by selecting CD3^+^ cells. Within the CD3^+^ cells, CD8^+^ and CD4^+^ cells were detected. Within both the CD8^+^ and CD4^+^ population, the percentage of CD69, CD62L and CD44 positive cells was evaluated. CD62L^+^CD44^-^ are indicated as naïve cells, CD62L^+^CD44^+^ are indicated as central memory (CM) cells and CD62L^-^CD44^+^ are indicated as effector memory (EM) cells. Isotype controls are shown in panel B.
(TIF) Click here for additional data file.

S2 Fig Gating strategy for the determination of T helper cells in the Peyer’s patches. Lymphocytes were gated on bases of their size in the forward side scatter plot (400.000 events are shown) and CD3^+^ T cells were selected. Next, T helper cells were selected by gating CD4^+^ cells. Within this CD4^+^ population, the percentage of cells expressing Tbet, Gata3, RORɣt, FoxP3 and CD25 was assessed. Isotype controls are shown in panel B.
(TIF) Click here for additional data file.

S3 Fig Gating strategy for the determination of dendritic cells in the Peyer’s patches. First leukocytes were selected based on size in the forward side scatter plot (400.000 events are shown). DCs are selected as MHC2^+^CD64^-^CD19^-^CD11c^+^ cells. Within the DC population the expression of CD103 was determined. Isotype controls are shown in panel B.
(TIF) Click here for additional data file.

S4 Fig The effect of age and sex on the MUC2 in the colon. Representative pictures of immunostaining of the MUC2 mucin (green) of young, old male, old female and old ovx female mice. Epithelial cells are indicated in blue. Scale bars: 50μm (A).
(TIF) Click here for additional data file.

S5 Fig Effect of age on the abundance of several bacteria groups. Heat-maps showing the abundance of several bacteria that differed significantly between young (3 months) and old mice (19 months). A box with an asterisk (*) indicates bacteria which have a significantly different in that specific age group than in the other age group. Colors indicate relative abundances normalized per bacterial group (per row), dark blue is the lowest abundance and dark red the highest abundance detected over all the samples of a bacterial group.
(TIF) Click here for additional data file.

S6 Fig Effect of age and sex on the percentage of B cells in the Peyer’s patches and spleen. Percentage of CD19^+^B220^+^ B cells in the Peyer’s patches (PP) (A) and in the spleen (B) and their expression of IgA (B&D) in young (3 months) and old (19 months) male and female B6 mice. First lymphocytes cells were selected based on size in the forward side scatter plot. B cells are expressed as the percentage CD19^+^B220^+^ cells within all lymphocytes. Results are expressed as dot plots + means and were tested using Two-way ANOVA followed by a Bonferroni post-test for comparison between groups. Significant age effects are indicated with dashed lines and significant sex effects are indicated with solid lines (p<0.05). An additional group of ovariectomized (ovx) old females was added and compared with the old females with a t-test to determine the effect of a loss of female sex hormones (human menopause).
(TIF) Click here for additional data file.

S1 Table Weight of mice. (DOCX) Click here for additional data file.

S2 Table Antibody specifications. (DOCX) Click here for additional data file.

S3 Table Significant differences between old and young and between males and females (old males (MO), young males (MY), old females (FO) young females (FY) and ovariectomized females (FOvx)) in the expression of a selection of genes involved in the production of mucus, anti-microbial peptides (AMP) and tight junctions in the distal ileum. Only probe sets with a fold-change of at least 1.2 (up/down) and a q-value < 0.05 were considered to be significantly different. Significant results and trends are highlighted in bold.
(DOCX) Click here for additional data file.

S4 Table Significant differences between old and young and between males and females (old males (MO), young males (MY), old females (FO) young females (FY) and ovariectomized females (FOvx)) in the expression of a selection of genes involved in the production of mucus, anti-microbial peptides (AMP) and tight junctions in the proximal colon. Only probe sets with a fold-change of at least 1.2 (up/down) and a q-value < 0.05 were considered to be significantly different. Significant results and trends are highlighted in bold.
(DOCX) Click here for additional data file.

S5 Table Selection of immunological functions that are related to the genes with a different expression in young (3 months) and old (19 months) mice in both male and female B6 mice in the distal ileum. A p-value of <0.05 was used. The z-score gives an indication of the activation or inhibition of the functions in old versus young mice.
(DOCX) Click here for additional data file.

S6 Table Selection of immunological functions that are related to the genes with a different expression in young (3 months) and old (19 months) mice in both male and female B6 mice in the proximal colon. A p-value of <0.05 was used. The z-score gives an indication of the activation or inhibition of the functions in old versus young mice.
(DOCX) Click here for additional data file.

# Supplementary material for: The effect of age on the intestinal mucus thickness, microbiota composition and immunity in relation to sex in mice
**Source:** PLoS One. 2017 Sep 12;12(9):e0184274. doi: 10.1371/journal.pone.0184274
**Supplement:** S1 Table

S1 Table. Weight of mice

| **Weight in grams** | **Males** | **Females** | **Ovx females** |
| --- | --- | --- | --- |
| Young | 27.5^a^ | 19.7^b^ |  |
| Old | 41.5^c^ | 36.7^d^ | 39.5^d^ |

*The letters a-d indicate which groups differ significantly (t-test<0.05) from each other*

# Supplementary material for: The effect of age on the intestinal mucus thickness, microbiota composition and immunity in relation to sex in mice
**Source:** PLoS One. 2017 Sep 12;12(9):e0184274. doi: 10.1371/journal.pone.0184274
**Supplement:** S2 Table

**S2 Table.** Antibody specifications.

| **Specificity** | **Host species** | **Clone name** | **Fluorchrome** | **Concentration** | **Dilution*^a^*** | **Supplier** |
| --- | --- | --- | --- | --- | --- | --- |
| CD3 | Rat | 17A2 | FitC | 0.5 mg/ml | 50x | Biolegend |
| CD4 | Rat | GK1.5 | PerCP-Cy5.5 | 0.2 mg/ml | 75x | Biolegend |
| Tbet | Mouse | 4B10 | BV421 | 0.08 mg/ml | 10x | Biolegend |
| RORɣt | Rat | B2D | PE | 0.2 mg/ml | 100x | eBioscience |
| Gata3 | Mouse | L50-823 | AF647 | 0.2 mg/ml | 100x | BDbiosciences |
| CD3 | Rat | 17A2 | BV421 | 0.2 mg/ml | 50x | Biolegend |
| FoxP3 | Rat | FJK-16s | FitC | 0.5 mg/ml | 50x | eBioscience |
| CD25 | Rat | PC61 | PE-Cy7 | 0.2 mg/ml | 50x | Biolegend |
| CD8 | Rat | 53-6.7 | PerCP-Cy5.5 | 0.2 mg/ml | 50x | Biolegend |
| CD4 | Rat | GK1.5 | PE-Cy7 | 0.2 mg/ml | 100x | Biolegend |
| CD69 | Armenian Hamster | H1.2F3 | FitC | 0.5 mg/ml | 25x | Biolegend |
| CD62L | Rat | MEL-14 | BV605 | 0.2 mg/ml | 25x | Biolegend |
| CD44 | Rat | IM7 | APC-Cy7 | 0.2 mg/ml | 100x | Biolegend |
| CD19 | Rat | 6D5 | BV605 | 0.2 mg/ml | 25x | Biolegend |
| B220 | Rat | RA-6B2 | BV421 | 0.2 mg/ml | 15x | Biolegend |
| IgA | Rat | C10-3 | FitC | 0.5 mg/ml | 50x | BDbiosciences |
| MHC2 | Rat | M5/114.15.2 | PerCP-Cy5.5 | 0.2 mg/ml | 200x | Biolegend |
| CD64 | Mouse | X54-5/7.1 | PE | 0.2 mg/ml | 25x | Biolegend |
| CD19 | Rat | 6D5 | BV605 | 0.2 mg/ml | 25x | Biolegend |
| CD11c | Armenian Hamster | N418 | PE-Cy7 | 0.2 mg/ml | 100x | Biolegend |
| CD103 | Armenian Hamster | 2E7 | BV421 | 0.2 mg/ml | 20x | Biolegend |

*^a^* *Dilution used in a total volume of 25 µl supplemented with PBS + 10% FCS*

# Supplementary material for: The effect of age on the intestinal mucus thickness, microbiota composition and immunity in relation to sex in mice
**Source:** PLoS One. 2017 Sep 12;12(9):e0184274. doi: 10.1371/journal.pone.0184274
**Supplement:** S3 Table — Only probe sets with a fold-change of at least 1.2 (up/down) and a q-value < 0.05 were considered to be significantly different. Significant results and trends are highlighted in bold.

**S3 Table.** Significant differences between old and young and between males and females (old males (MO), young males (MY), old females (FO) young females (FY) and ovariectomized females (FOvx)) in the expression of a selection of genes involved in the production of mucus, anti-microbial peptides (AMP) and tight junctions in the distal ileum. Only probe sets with a fold-change of at least 1.2 (up/down) and a q-value < 0.05 were considered to be significantly different. Significant results and trends are highlighted in bold.

# Supplementary material for: The effect of age on the intestinal mucus thickness, microbiota composition and immunity in relation to sex in mice
**Source:** PLoS One. 2017 Sep 12;12(9):e0184274. doi: 10.1371/journal.pone.0184274
**Supplement:** S4 Table — Only probe sets with a fold-change of at least 1.2 (up/down) and a q-value < 0.05 were considered to be significantly different. Significant results and trends are highlighted in bold.

**S4 Table.** Significant differences between old and young and between males and females (old males (MO), young males (MY), old females (FO) young females (FY) and ovariectomized females (FOvx)) in the expression of a selection of genes involved in the production of mucus, anti-microbial peptides (AMP) and tight junctions in the proximal colon. Only probe sets with a fold-change of at least 1.2 (up/down) and a q-value < 0.05 were considered to be significantly different. Significant results and trends are highlighted in bold.

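Of the 167 genes of the table, 158 were measured. In old males, 10 of them stand in bold; all 10 moved in the direction of the table and 6 passed here, while Chst2, St3gal5, Fut4 and Reg4, whose values in the table are trends, did not. Magi1 and Defb40 passed and are not in bold. In old females 8 stand in bold, all in the direction of the table, and 6 passed here; Muc6 and Itgb8, an integrin subunit, which are trends there too, did not (Itgb8 -0.27 (standard error 0.113, q = 0.0681)). Chst15, Ctnna2 and Defa24 passed in females and are not in bold. For ovariectomy 0 genes are in bold and limma called 0, with 2 of the 158 at an unadjusted p under 0.05. Itgb8 passed without young females 5 (q = 0.0396).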

# Supplementary material for: The effect of age on the intestinal mucus thickness, microbiota composition and immunity in relation to sex in mice
**Source:** PLoS One. 2017 Sep 12;12(9):e0184274. doi: 10.1371/journal.pone.0184274
**Supplement:** S5 Table — A p-value of <0.05 was used. The z-score gives an indication of the activation or inhibition of the functions in old versus young mice.

**S5 Table.** Selection of immunological functions that are related to the genes with a different expression in young (3 months) and old (19 months) mice in both male and female B6 mice in the distal ileum. A p-value of <0.05 was used. The z-score gives an indication of the activation or inhibition of the functions in old versus young mice.

# Supplementary material for: The effect of age on the intestinal mucus thickness, microbiota composition and immunity in relation to sex in mice
**Source:** PLoS One. 2017 Sep 12;12(9):e0184274. doi: 10.1371/journal.pone.0184274
**Supplement:** S6 Table — A p-value of <0.05 was used. The z-score gives an indication of the activation or inhibition of the functions in old versus young mice.

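The table names functions rather than genes: pathway software takes the genes whose expression differed with age and asks for each function whether more of its known genes are among them than chance gives, which is the p-value. The z-score compares the direction in which those genes moved with the direction recorded in the literature for that function, so a positive score stands for activation in old mice and a negative one for inhibition. A function's score depends on the curated collection of the software, which was not used here, and lists of marker genes stand in its place where immune cells are described.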

**S6 Table.** Selection of immunological functions that are related to the genes with a different expression in young (3 months) and old (19 months) mice in both male and female B6 mice in the proximal colon. A p-value of <0.05 was used. The z-score gives an indication of the activation or inhibition of the functions in old versus young mice.

| **Diseases or Functions Annotation** | **z-score**  **MO vs MY** | **z-score**  **FO vs FY** | **p-Value**  **MO vs MY** | **p-Value**  **FO vs FY** |
| --- | --- | --- | --- | --- |
| activation of antigen presenting cells | -0.070 | 1.503 | 1.55E-06 | 1.45E-05 |
| activation of B lymphocytes | -1.697 |  | 2.05E-05 |  |
| activation of leukocytes | 0.378 | 1.260 | 6.38E-14 | 4.75E-11 |
| activation of lymphocytes | -0.472 | -0.050 | 4.55E-08 | 2.32E-06 |
| activation of macrophages | 0.548 |  | 1.31E-06 |  |
| activation of phagocytes | 0.827 | 1.905 | 1.91E-10 | 1.09E-07 |
| activation of T lymphocytes | -0.302 | 0.405 | 1.21E-06 | 3.00E-06 |
| adhesion of immune cells | -0.139 |  | 6.55E-10 |  |
| Bacterial Infections | 0.276 | -0.067 | 8.60E-09 | 3.91E-06 |
| cell proliferation of T lymphocytes | -0.296 | 1.143 | 1.95E-07 | 1.12E-05 |
| development of leukocytes | -0.849 |  | 1.53E-06 |  |
| development of lymphocytes | -0.575 |  | 7.21E-06 |  |
| differentiation of B lymphocytes | -0.292 |  | 3.80E-05 |  |
| differentiation of leukocytes | 1.476 |  | 3.29E-09 |  |
| differentiation of lymphocytes | -0.065 |  | 2.04E-06 |  |
| function of leukocytes | -1.480 | 0.292 | 1.25E-13 | 4.27E-08 |
| function of phagocytes | -1.982 |  | 4.23E-10 |  |
| homing of leukocytes | -0.746 | 0.377 | 2.62E-06 | 4.91E-06 |
| inflammatory response | 0.924 | 1.406 | 3.54E-16 | 2.45E-08 |
| leukocyte migration | -0.940 | -1.184 | 2.75E-17 | 2.76E-12 |
| production of antibody | 0.700 |  | 2.61E-09 |  |
| proliferation of B lymphocytes | 0.064 |  | 3.58E-09 |  |
| proliferation of immune cells | 0.280 | -0.126 | 4.61E-15 | 2.78E-07 |
| proliferation of lymphocytes | -0.021 | 0.058 | 8.60E-14 | 1.64E-06 |
| quantity of antigen presenting cells | -0.176 | -0.835 | 2.05E-10 | 2.78E-09 |
| quantity of B lymphocytes | -1.713 |  | 9.17E-11 |  |
| quantity of eosinophils | -0.080 |  | 1.62E-05 |  |
| quantity of granulocytes | 0.873 |  | 2.63E-07 |  |
| quantity of leukocytes | -0.632 | -1.064 | 1.73E-23 | 2.62E-14 |
| quantity of lymphocytes | -1.479 | -2.148 | 1.91E-17 | 1.61E-09 |
| quantity of macrophages | 0.684 | -0.765 | 7.03E-10 | 1.57E-07 |
| quantity of neutrophils | 1.302 |  | 6.79E-07 |  |
| quantity of phagocytes | 0.844 | 0.350 | 7.67E-12 | 8.93E-11 |
| quantity of plasma cells | 0.904 |  | 2.46E-05 |  |
| quantity of T lymphocytes | -0.387 | -1.499 | 3.25E-10 | 1.09E-05 |
| recruitment of antigen presenting cells | -0.747 |  | 6.24E-06 |  |
| recruitment of granulocytes | -1.146 | -1.229 | 2.52E-07 | 2.92E-07 |
| recruitment of leukocytes | -1.268 | -0.675 | 8.33E-11 | 4.60E-09 |
| recruitment of macrophages | -0.722 |  | 6.11E-06 |  |
| recruitment of neutrophils | -1.338 | -1.065 | 5.28E-06 | 1.25E-05 |
| recruitment of phagocytes | -1.159 |  | 5.56E-08 |  |

How the deposited data were processed for this re-analysis (not part of the article)

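RNA of the proximal colon was hybridized to Affymetrix Mouse Gene ST arrays, 26 arrays from 26 mice in 5 groups. The ileum arrays of the paper were not analysed here. The values used are the log2 values that the authors made by RMA, as deposited, for 35556 probe sets, and no further normalization was applied in the leading analysis. A gene symbol was taken from the platform's annotation: 21218 probe sets had 1 symbol, 1881 had several and were not named, and 12457 were not listed. For the 1386 genes with several probe sets, the one with the highest mean over all arrays was used, giving 18820 genes.

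Each mouse was placed in its group by the sample labels. Group means were fitted together over all 5 groups with limma (version 3.58.1, R 4.3.3), with an intensity trend in the empirical Bayes step standing in for the intensity-based moderated statistic that the paper names. The comparisons were old with young males, old with young females, old females with old ovx females, the age effect in males minus that in females, and males with females among young and among old mice. Storey q-values were computed for each comparison, with a q under 0.05 and a fold of at least 1.2 as thresholds. Lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, with Benjamini-Hochberg adjustment over 44 lists. For named genes a two-sided exact permutation p of the difference of 2 group means is given where stated. Tables were handled with Python 3.11.15 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

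Named genes were chosen by a fixed rule. It took the colon genes in the paper's text and in bold in S4 Table, whose values had been seen there. It took the 12 largest rises and 8 largest falls with age among called genes whose old and young mice do not overlap, and 5 each way for the other comparisons. From each list it took up to 4 called members with the largest absolute log2 fold change, so genes named from lists are called genes only. Uty, Kdm5d, Eif2s3y and Xist were named for the sex labels. Predicted genes were counted and not named. The pipeline was tested on simulated data made from these arrays: of 50 genes given a log2 change of 0.5, 1, 1.5 or 2 in old males, 44, 49, 50 and 50 were called, with 4 false calls among the other genes.

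The alternatives tried were a fit of the compared groups alone, no intensity trend, Benjamini-Hochberg in place of Storey, removal of the dimmest 25% or 50% of probe sets, a further quantile normalization, array weights, other thresholds, the replicate number as a block, the number stem of the mice as a random block, an estimated correlation, and each mouse left out in turn. Added after seeing the data were a fit without the 2 young libraries whose sex-linked genes go against their labels, a fit without 4 old female libraries in doubt, and the mean of a gene's probe sets. After list values had been seen, the matching of list names to genes was made stricter: a name that is the symbol of an unmeasured gene is no longer matched through a synonym, and 2 names of 1 gene count once. The pathway software of the paper was not used here.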

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

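The tests on the sex labels, on the grouping of the old females and on transcripts of the small intestine were chosen only after the results were seen; the comparisons with other splits of the mice were planned.

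In the libraries labelled young males replicate 5 and young females replicate 3 the sex-linked genes go against the label: Xist was 11.3 and 4.49, Uty 2.87 and 7.99, Kdm5d 3.47 and 8.41, and Eif2s3y 3.07 and 8.47, in that order. RNA of a mouse of the other sex mixed into a sample is argued against, since the mean of the Y-linked genes in the library labelled young males replicate 5 lay 0.044 above their mean over the female libraries other than young females replicate 3. An exchange of these mice needs a library out of place in each group, but the count of 2 is the pattern itself and is no test of it. Whether they were exchanged with each other or each with another mouse stays open, and no biological explanation was tested. Without both libraries 10 genes differed between young males and young females, against 0 with them (347 at an unadjusted p under 0.05 by limma).

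S4 Table's fold changes lie near those of the groups as labelled in males (root mean square deviation 0.0347 over 158 genes) and farther off for old over young females (0.126) and for ovariectomy (0.251). Summarization into other probe sets alone is argued against, since it would apply to males too and the smaller of these deviations was 3.63 times that of the males. Of 252 divisions of the 10 old female mice, the labelled one ranked 135 and 138, and 1 division, which exchanges old females 2 and 4 with ovx old females 2 and 5, gave 0.0349 and 0.034, with the next at 0.0542 and 0.083. Some old females may thus stand in another group in S4 Table than in the labels: the larger of the smallest deviations was 1.01 times that of the males. Which of the 2 is right stays open, the groups were not changed, and without these libraries 543 genes changed with age in females, against 1780 with them.

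Old females replicate 4 was the highest of 5 old females for 16 of 23 measured genes of small-intestinal enterocytes and Paneth cells (69.6%, where chance gives 20%), with Apoa1 at 10.6 against at most 5.86, Lyz1 at 10.5 against 6.87 and Itln1 at 7.74 against 4.84 in the others, but Fabp6 at 11.8 against 11.8 and Sis at 9.03 against 8.18. Without it 7 of 17 enterocyte genes were called higher with age in females, as with it, while the median log2 fold change went from 0.553 to 0.171 for that list and from 0.338 to -0.0475 for the Paneth cell list. With it 2 of the 17 enterocyte genes were called lower in females. Slc10a2 of that list had a log2 fold change of -0.70 (q = 0.0349) in females without old females 4 and -0.69 (q = 0.0283) in males. In old males 18 of the 23 genes (78.3%) had a positive log2 fold change over young males. Tissue of the small intestine in these libraries could account for both, and these values neither exclude it nor set it apart from expression in the colon itself. A change of the epithelium with age stays open as untested.

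Of 473 groups of values tested for 1 library far from the others by Dixon's criterion, 36 had one, where chance gives about 1 in 20, or 24. Of these, 7 lay in old females 4: Anpep was 11.1 against 8.46 in the nearest, Apoa4 was 8.91 against 5.82 in the nearest, B3gnt6 was 6.67 against 7.87 in the nearest, Defa24 was 7.98 against 3.83 in the nearest, Lgals2 was 11.2 against 8.56 in the nearest, Mttp was 8.72 against 5.69 in the nearest and Slc12a2 was 10.4 against 10.7 in the nearest. In the other groups of males the values were Ang4 in old males 2 (6.79, nearest 5.42), Cd209a in young males 2 (5.38, nearest 5.77), Cr2 in old males 3 (4.03, nearest 3.1), Krt84 in old males 5 (4.1, nearest 3.94), Prg2 in old males 1 (4.65, nearest 4.3), Tpsb2 in old males 5 (4.97, nearest 5.25) and Vsig2 in young males 6 (8.11, nearest 8.44). In those of females they were Bub1 in old females 2 (6.27, nearest 6.93), Clca4b in young females 3 (5.06, nearest 6.08), Clec9a in young females 3 (5.15, nearest 4.74), Cxcl2 in young females 2 (3.1, nearest 3.4), Fut4 in young females 3 (6.86, nearest 7.27), Grin3a in young females 3 (8.74, nearest 7.64), Mptx1 in young females 1 (9.13, nearest 7.32), Psmb8 in old females 3 (7.96, nearest 7.43), Rps4l in old females 5 (4.85, nearest 5.47), Siglecf in young females 3 (6.78, nearest 6.49), Slc26a2 in old females 3 (11.3, nearest 11.4), Tek in old females 1 (6.36, nearest 6.78), St3gal4 in ovx old females 5 (9.45, nearest 8.84) and Eif2s3x in old females 1 (10.8, nearest 10.7). For Xist and the Y-linked genes they were Eif2s3y in young males 5 (3.07, nearest 7.98), Eif2s3y in young females 3 (8.47, nearest 3.13), Kdm5d in young males 5 (3.47, nearest 8.29), Kdm5d in young females 3 (8.41, nearest 3.46), Uty in young males 5 (2.87, nearest 7.76), Uty in young females 3 (7.99, nearest 3.18), Xist in young males 5 (11.3, nearest 5.55) and Xist in young females 3 (4.49, nearest 11.2).

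The age effect of 9 lists differed between males and females by camera on the difference itself, and with an estimated correlation 0 did. For B cells, the median difference, males minus females, was -0.31, with adjusted p = 0.029 and adjusted p = 0.97 with an estimated correlation. For macrophages, the median difference, males minus females, was 0.116, with adjusted p = 0.029 and adjusted p = 0.94 with an estimated correlation. For inflammatory cytokines, chemokines and epithelial defence, the median difference, males minus females, was -0.0931, with adjusted p = 0.0038 and adjusted p = 0.39 with an estimated correlation. For colonic enterocytes, the median difference, males minus females, was -0.197, with adjusted p = 0.027 and adjusted p = 0.53 with an estimated correlation. For cell cycle, the median difference, males minus females, was -0.353, with adjusted p = 3.4e-07 and adjusted p = 0.7 with an estimated correlation. For enteric neurons, the median difference, males minus females, was 0.278, with adjusted p = 0.0019 and adjusted p = 0.94 with an estimated correlation. For immediate early genes and heat shock, the median difference, males minus females, was -0.621, with adjusted p = 5.4e-08 and adjusted p = 0.44 with an estimated correlation. For cholesterol synthesis, the median difference, males minus females, was -0.119, with adjusted p = 0.0049 and adjusted p = 0.94 with an estimated correlation. For mucins, the median difference, males minus females, was -0.133, with adjusted p = 0.029 and adjusted p = 0.53 with an estimated correlation.

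Outside the genes of S4 Table, limma called 627 genes with age in males, 1771 with age in females and 10 between old males and old females.

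Each count was set beside 100 splits of the same mice into groups of the same sizes, the real one included and counted among those as large. The mucin, biosynthesis, tight junction and anti-microbial peptide sections come from the study of these samples. Their choice may favour the labelled groups, so the splits cannot decide on chance for these sections. For them the list below gives only how many splits were as large, and no exclusion of chance is drawn from it. Chance can be excluded for genes changed with age in males (1 as large, 635 against at most 249 in the others); mucins changed with age in males (1 as large, 1 against at most 0 in the others); mucus biosynthesis genes changed with age in males (2 as large, 2 against at most 2 in the others); tight junction genes changed with age in males (1 as large, 2 against at most 1 in the others); anti-microbial peptide genes changed with age in males (1 as large, 3 against at most 1 in the others); gene lists shifted with age in males (1 as large, 22 against at most 20 in the others, and 0 lists with an estimated correlation); genes changed with age in females (1 as large, 1780 against at most 542 in the others); mucus biosynthesis genes changed with age in females (1 as large, 2 against at most 1 in the others); tight junction genes changed with age in females (1 as large, 3 against at most 0 in the others); anti-microbial peptide genes changed with age in females (1 as large, 4 against at most 1 in the others). The small counts of these sections rest on calls that 1 mouse can end: mucins in males were 0 without old males 1 (and 0 with the compared groups alone and without the dimmest 50% of probe sets), tight junction genes in males 0 without young males 1 and 4 and old males 1 and 4 and 1 without young males 2, 3, 5 and 6 and old males 2, anti-microbial peptide genes in males 1 without old males 1, 3 and 4 and biosynthesis genes in females 4 without young females 2 and 5 and old females 5 and 1 without young females 3 and old females 1. Chance cannot be excluded for gene lists shifted with age in females (10 as large, 16 against at most 19, and 0 lists with an estimated correlation). Nor can chance be excluded for gene lists shifted with ovariectomy (66 as large, 6 against at most 18, and 0 lists with an estimated correlation). The same holds for lists shifted differently between the sexes (35 as large, 9 against at most 17, and 0 lists with an estimated correlation). Where limma called 0 genes, each of the 100 splits is as large by construction and the splits say nothing about chance; the highest of the others was 0 for mucins changed with age in females; 4 for genes changed with ovariectomy; 0 for mucins changed with ovariectomy; 0 for mucus biosynthesis genes changed with ovariectomy; 0 for tight junction genes changed with ovariectomy; 0 for anti-microbial peptide genes changed with ovariectomy; 44 for genes with different age effects in the sexes; 104 for genes different between sexes in young mice. For sex in old mice 4 of the splits were as large, few enough to exclude chance by the rule used for the counts above. One of these splits called 261 genes against 10, and why it called more was not tested. In young mice, where 2 libraries go against their sex labels, one split called 104 genes against 0. It was not tested whether that split follows sex itself.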

How the results depend on the processing

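The settings without the libraries against their sex labels, without the old female libraries in doubt and with the mean of a gene's probe sets were chosen after the data were seen; the other 13 settings were planned. Of 310 comparisons of 22 counts with these settings, 248 stayed within 1.5 times and 62 did not. Runs with each mouse left out are not among these 310. In those runs, departures beyond 1.5 times ranged from 0 of 11 for gene lists shifted with age in males to 9 of 11 for tight junction genes changed with age in males. Calls on named genes stayed on their side of the threshold in 1809 of 2109 comparisons for age in males, 2255 of 2646 for age in females, 205 of 215 for sex in old mice, 100 of 112 for sex in young mice and 363 of 363 for ovariectomy, and 0 reversed. The setting without the old female libraries in doubt lost the most named calls over all comparisons, with 80 lost and 167 unchanged. Of the named calls, 41 of 82 in males, 64 of 112 in females and 7 of 9 between old males and old females passed whichever mouse was left out. Array signal near the background compresses folds of dim genes. In 14 libraries of females, which lack Y-linked genes, Uty lay at 2.62 to 3.18 and Kdm5d at 3.21 to 3.77. Xist, not expressed in males, lay at 3.68 to 5.55 in the 10 matching male libraries. Background thus differs between probe sets, and no measure of it for each gene was used. The smaller counts below come from fewer genes, fewer samples or another threshold where the setting says so; elsewhere the cause was not tested.

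With only the compared groups in the fit the counts were 0 for mucins changed with age in males and 1 for tight junction genes changed with age in males, mucins changed with age in females and tight junction genes changed with age in females. With Benjamini-Hochberg adjustment the counts were 1 for tight junction genes changed with age in females and 2 for anti-microbial peptide genes changed with age in females. Without the dimmest 25% of probe sets the counts were 0 for anti-microbial peptide genes changed with age in males, 1 for mucins changed with age in females and 4 for mucus biosynthesis genes changed with age in females. Without the dimmest 50% of probe sets the counts were 0 for mucins changed with age in males, 1 for tight junction genes changed with age in males, anti-microbial peptide genes changed with age in males, tight junction genes changed with age in females and anti-microbial peptide genes changed with age in females and 5 for genes different between sexes in old mice and lists shifted differently between the sexes. After quantile normalization the counts were 1 for tight junction genes changed with age in males and mucus biosynthesis genes changed with age in females and 2 for anti-microbial peptide genes changed with age in females. With array weights the counts were 4 for mucus biosynthesis genes changed with age in males, 1 for tight junction genes changed with age in males and 2 for anti-microbial peptide genes changed with age in females. With no fold threshold the counts were 2751 for genes changed with age in females and 10 for tight junction genes changed with age in females. At a fold of at least 1.5 the counts were 166 for genes changed with age in males, 1 for mucus biosynthesis genes changed with age in males, anti-microbial peptide genes changed with age in males and tight junction genes changed with age in females, 0 for tight junction genes changed with age in males and mucus biosynthesis genes changed with age in females, 282 for genes changed with age in females and 2 for anti-microbial peptide genes changed with age in females. At an unadjusted p under 0.05 the counts were 1293 for genes changed with age in males, 6 for mucus biosynthesis genes changed with age in males, 4 for tight junction genes changed with age in males and mucus biosynthesis genes changed with age in females, 5 for anti-microbial peptide genes changed with age in males, 1 for mucins changed with age in females, 221 for genes changed with ovariectomy, 2 for anti-microbial peptide genes changed with ovariectomy, 972 for genes with different age effects in the sexes, 347 for genes different between sexes in young mice and 392 for genes different between sexes in old mice. With replicate number as a block the counts were 0 for tight junction genes changed with age in males. With the number stem as a random block the counts were 1 for tight junction genes changed with age in males and mucins changed with age in females. With an estimated correlation the counts were 0 for gene lists shifted with age in males, gene lists shifted with age in females, gene lists shifted with ovariectomy and lists shifted differently between the sexes. Without the libraries against their sex labels the counts were 4 for mucus biosynthesis genes changed with age in males, 1 for tight junction genes changed with age in males, mucus biosynthesis genes changed with age in females and tight junction genes changed with age in females, 2 for anti-microbial peptide genes changed with age in females and 10 for genes different between sexes in young mice. Without the old female libraries in doubt the counts were 543 for genes changed with age in females, 1 for mucus biosynthesis genes changed with age in females and anti-microbial peptide genes changed with age in females, 0 for tight junction genes changed with age in females, 4 for genes different between sexes in old mice and 11 for gene lists shifted with ovariectomy.

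With each mouse left out in turn the counts ranged from 318 to 926 for genes changed with age in males; from 0 to 1 for mucins changed with age in males and genes with different age effects in the sexes; from 2 to 5 for mucus biosynthesis genes changed with age in males and anti-microbial peptide genes changed with age in females; from 0 to 2 for tight junction genes changed with age in males; from 1 to 4 for anti-microbial peptide genes changed with age in males and mucus biosynthesis genes changed with age in females; from 0 to 7 for genes different between sexes in young mice; from 21 to 25 for gene lists shifted with age in males; from 5 to 13 for lists shifted differently between the sexes; from 8 to 14 for genes different between sexes in old mice; from 1185 to 2029 for genes changed with age in females; from 0 to 0 for mucins changed with age in females, genes changed with ovariectomy, mucins changed with ovariectomy, mucus biosynthesis genes changed with ovariectomy, tight junction genes changed with ovariectomy and anti-microbial peptide genes changed with ovariectomy; from 1 to 3 for tight junction genes changed with age in females; from 13 to 19 for gene lists shifted with age in females; from 4 to 11 for gene lists shifted with ovariectomy. The count of genes was 318 without old males 1, 379 without old males 2 and 380 without old males 4 for age in males and 1185 without old females 4 for age in females; genes with different age effects were 1 without old females 5; genes between young males and young females were 7 without young males 5, 6 without young females 3 and 1 without young females 4; and lists shifted with ovariectomy were 11 without old females 3. Lists shifted differently between the sexes were 5 without old males 3 and young females 3. Replicate numbers did not pair the mice: over 50 pairs the correlation ran from -0.25 to 0.23, and 7 of 26 mice were closest to mice of their own number. The consensus correlation within number stems was -0.0358. A further quantile normalization shifted the median of all genes by 0.0027.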

Differences from the paper's values

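Fold changes in S4 Table are signed ratios, and the values here are given on that scale, on the manufacturer's probe sets rather than the paper's gene-wise ones. A value was taken as different where the sign differed or the gap exceeded the larger SD of the 2 groups, and for a q where it differed by more than 1.5 times. The other alternatives were set before the data were examined; the settings without libraries in doubt and with the mean of a gene's probe sets were chosen after seeing the values.

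For old over young males, the fold change differed for 6 of 158 genes of S4 Table. The paper's values and those here were 1.01 and -1.08 for Muc19, 1.02 and -1.01 for Muc3, -1.02 and 1.04 for Itgb1bp2, -1.01 and -1.04 for Ctnna1, 1.01 and -1.01 for Cttn and 1.02 and -1.02 for Defb41. After quantile normalization, the values for Ctnna1 and Cttn were within the paper's and 4 of these still differed, with 9 differing in all. With array weights, the values for Ctnna1 and Cttn were within the paper's and 4 of these still differed, with 9 differing in all. With replicate number as a block, the values for Ctnna1 and Cttn were within the paper's and 4 of these still differed, with 6 differing in all. No gene came within the paper's value with no intensity trend, the compared groups alone, Benjamini-Hochberg adjustment, the dimmest 25% of probe sets removed, the dimmest 50% of probe sets removed and the number stem as a random block, where genes below the filter had no value. With 1 mouse left out, the values came within the paper's without young males 1 for Muc3; young males 2 for Ctnna1, Cttn and Defb41; young males 5 for Muc3; young males 6 for Ctnna1 and Cttn; old males 1 for Itgb1bp2; old males 2 for Muc3; old males 3 for Muc3, Ctnna1 and Cttn; old males 5 for Muc3, Ctnna1 and Cttn, and for no other mouse; over all genes compared, from 6 to 13 differed with 1 mouse left out. Without the libraries against their sex labels, 1 came within the paper's (Muc3) and 5 did not, with 8 differing in all, a setting chosen after seeing the values, which drops 0 of the 5 genes that the paper calls, against 0 without this choice.

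For old over young males, the q-value differed for 2 of 10 genes in bold. The paper's values and those here were 0.005 and 0.0027 for St3gal4 and 0.044 and 0.026 for Defa24. Without the intensity trend, the values for St3gal4 and Defa24 were within the paper's and 0 of these still differed, with 2 differing in all. With Benjamini-Hochberg adjustment, the values for St3gal4 and Defa24 were within the paper's and 0 of these still differed, with 2 differing in all. After quantile normalization, the values for Defa24 were within the paper's and 1 of these still differed, with 3 differing in all. With replicate number as a block, the values for Defa24 were within the paper's and 1 of these still differed, with 4 differing in all. No gene came within the paper's value with the compared groups alone, the dimmest 25% of probe sets removed, the dimmest 50% of probe sets removed, array weights and the number stem as a random block, where genes below the filter had no value. With 1 mouse left out, the values came within the paper's without young males 1 for Defa24; young males 2 for St3gal4 and Defa24; young males 3 for St3gal4 and Defa24; young males 4 for Defa24; young males 5 for Defa24; young males 6 for St3gal4 and Defa24; old males 2 for Defa24; old males 4 for Defa24; old males 5 for Defa24, and for no other mouse; over all genes compared, from 1 to 10 differed with 1 mouse left out. Without the libraries against their sex labels, 2 came within the paper's (St3gal4 and Defa24) and 0 did not, with 3 differing in all, a setting chosen after seeing the values, which drops 0 of the 5 genes that the paper calls, against 0 without this choice.

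For old over young females, the fold change differed for 19 of 158 genes of S4 Table. The paper's values and those here were 1.03 and -1.17 for Mucl1, -1.04 and 1.01 for Chst11, -1.04 and 1.04 for Chst3, 1.01 and -1.18 for St6galnac6, -1.03 and 1.1 for Fut7, -1.06 and -1.14 for Itgb1bp1, 1.02 and -1.05 for Itgb2l, 1.03 and -1.02 for Cldn19, -1.03 and -1.08 for Igsf5, 1.02 and -1.07 for Cgn, 1.03 and -1.01 for Cttn and 1.02 and -1.05 for Sympk. The paper's values and those here were 1.01 and -1.02 for Tjp1, 1.01 and -1.03 for Tjp3, 1.01 and -1.06 for Defb18, -1.02 and 1.11 for Defb35, -1.02 and 1.08 for Defb41, 1.06 and -1.01 for Defb44-ps and 1.02 and -1.07 for Defb5. S4 Table's column comes closer to another division of the old female mice (deviation 0.0349) than to the labelled one (0.126), so both values are not shown to be of the same mice. After quantile normalization, the values for Chst3 and Itgb1bp1 were within the paper's and 17 of these still differed, with 26 differing in all. With array weights, the values for Chst11, Itgb1bp1 and Cttn were within the paper's and 16 of these still differed, with 20 differing in all. With the number stem as a random block, the values for Chst11 and Itgb1bp1 were within the paper's and 17 of these still differed, with 17 differing in all. No gene came within the paper's value with no intensity trend, the compared groups alone, Benjamini-Hochberg adjustment, the dimmest 25% of probe sets removed, the dimmest 50% of probe sets removed and replicate number as a block, where genes below the filter had no value. With 1 mouse left out, the values came within the paper's without young females 1 for Chst11, Itgb1bp1 and Cttn; young females 2 for Defb44-ps; young females 3 for Chst11; young females 4 for Chst11, Chst3 and Itgb1bp1; young females 5 for Cldn19 and Defb44-ps; old females 1 for Chst11; old females 2 for Chst11, Itgb1bp1, Cgn, Cttn, Tjp3, Defb44-ps and Defb5; old females 3 for Igsf5 and Tjp1; old females 4 for Itgb1bp1; old females 5 for Chst11, and for no other mouse; over all genes compared, from 19 to 30 differed with 1 mouse left out. Without the libraries against their sex labels, 1 came within the paper's (Chst11) and 18 did not, with 22 differing in all, a setting chosen after seeing the values, which drops 1 of the 4 genes that the paper calls, against 0 without this choice. Without the old female libraries in doubt, 10 came within the paper's (Chst11, Fut7, Itgb1bp1, Itgb2l, Cldn19, Cgn, Cttn, Sympk, Tjp3 and Defb44-ps) and 9 did not, with 17 differing in all, a setting chosen after seeing the values, which drops 3 of the 4 genes that the paper calls, against 0 without this choice.

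For old over young females, the q-value differed for 6 of 8 genes in bold. The paper's values and those here were 0.060 and 0.013 for Fut4, 0.043 and 0.023 for Cldn11, 0.049 and 0.033 (0.0326 before rounding) for Cldn4, 0.099 and 0.043 for Defb25, 0.040 and 0.012 for Defb34 and 0.020 and 0.0071 for Reg4. S4 Table's column comes closer to another division of the old female mice (deviation 0.0349) than to the labelled one (0.126), so both values are not shown to be of the same mice. Without the intensity trend, the values for Cldn4 were within the paper's and 5 of these still differed, with 5 differing in all. With only the compared groups in the fit, the values for Cldn11 and Reg4 were within the paper's and 4 of these still differed, with 5 differing in all. With Benjamini-Hochberg adjustment, the values for Cldn11, Cldn4 and Defb25 were within the paper's and 3 of these still differed, with 4 differing in all. After quantile normalization, the values for Cldn11, Defb25 and Defb34 were within the paper's and 3 of these still differed, with 3 differing in all. With array weights, the values for Cldn11 were within the paper's and 5 of these still differed, with 5 differing in all. With replicate number as a block, the values for Cldn11, Cldn4 and Reg4 were within the paper's and 3 of these still differed, with 3 differing in all. No gene came within the paper's value with the dimmest 25% of probe sets removed, the dimmest 50% of probe sets removed and the number stem as a random block, where genes below the filter had no value. With 1 mouse left out, the values came within the paper's without young females 1 for Cldn4, Defb25, Defb34 and Reg4; young females 2 for Cldn11 and Cldn4; young females 3 for Cldn11, Defb25, Defb34 and Reg4; young females 4 for Cldn11, Cldn4 and Reg4; old females 1 for Cldn11, Defb25 and Defb34; old females 2 for Cldn11, Defb25 and Reg4; old females 3 for Cldn11 and Defb25; old females 4 for Fut4, Cldn11 and Reg4; old females 5 for Cldn4, Defb34 and Reg4, and for no other mouse; over all genes compared, from 3 to 7 differed with 1 mouse left out. Without the libraries against their sex labels, 4 came within the paper's (Cldn11, Defb25, Defb34 and Reg4) and 2 did not, with 3 differing in all, a setting chosen after seeing the values, which drops 1 of the 4 genes that the paper calls, against 0 without this choice. Without the old female libraries in doubt, 2 came within the paper's (Defb25 and Defb34) and 4 did not, with 6 differing in all, a setting chosen after seeing the values, which drops 3 of the 4 genes that the paper calls, against 0 without this choice. With the mean of a gene's probe sets, 1 came within the paper's (Cldn4) and 5 did not, with 5 differing in all, a setting chosen after seeing the values, which drops 0 of the 4 genes that the paper calls, against 0 without this choice.

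For old females over old ovx females, the fold change differed for 60 of 158 genes of S4 Table. The paper's values and those here were 1.15 and -1.07 for Muc1, 1.01 and -1.02 for Muc13, 1.04 and -1.01 for Muc2, -1.03 and 1.04 for Muc20, 1.25 and -1.05 for Muc4, 1.10 and -1.04 for Mucl1, -1.06 and 1.05 for Chst11, -1.13 and 1.06 for Chst12, -1.08 and 1.02 for Chst14, -1.01 and 1.06 for Chst3, 1.20 and 1 for Chst4 and -1.04 and 1.12 for Chst8. The paper's values and those here were -1.02 and 1.02 for Chst9, 1.09 and -1.03 for Gal3st1, -1.01 and 1.12 for Gal3st3, -1.08 and 1.03 for St3gal4, 1.01 and -1.07 for St6galnac3, 1.31 and -1.03 for St6galnac4, 1.30 and -1.08 for St6galnac6, -1.11 and 1.01 for Tff1, 1.26 and -1.14 for Fut2, 1.10 and -1.04 for Fut4, -1.20 and 1.06 for Fut7 and 1.05 and -1.01 for Fut8. The paper's values and those here were -1.03 and -1.16 for Itgb1bp1, 1.07 and -1.06 for Itgb4, 1.03 and -1.11 for Itgb6, 1.03 and -1.03 for Cldn15, 1.01 and -1.05 for Cldn16, 1.04 and -1.01 for Cldn17, -1.18 and 1.05 for Cldn6, 1.01 and -1.06 for Igsf5, -1.07 and 1.01 for Jam3, 1.03 and -1.01 for Ctnnb1, 1.02 and -1.04 for Afdn and 1.11 and -1.03 for Sympk. The paper's values and those here were 1.08 and -1.03 for Tjap1, 1.03 and -1.08 for Def8, -2.52 and 2.37 for Defa24, -1.02 and 1.05 for Defb14, -1.03 and -1.16 for Defb18, -1.05 and 1.04 for Defb19, -1.01 and 1.06 for Defb20, 1.02 and -1.05 for Defb21, -1.10 and 1.03 for Defb22, -1.03 and 1.06 for Defb23, 1.00 and -1.17 for Defb28 and 1.05 and -1.08 for Defb3. The paper's values and those here were -1.17 and 1.03 for Defb35, -1.06 and 1.02 for Defb36, 1.13 and -1.12 for Defb4, 1.04 and 1.22 for Defb42, 1.13 and -1.01 for Defb44-ps, -1.07 and 1.06 for Defb47, 1.07 and -1.01 for Defb48, 1.02 and -1.15 for Defb5, -1.03 and 1.05 for Defb6, 1.03 and -1.15 for Reg1, -1.03 and 1.1 for Reg3a and -1.01 and 1.09 for Reg3d. S4 Table's column comes closer to another division of the old female mice (deviation 0.034) than to the labelled one (0.251), so both values are not shown to be of the same mice. After quantile normalization, the values for Muc2, Chst4, Cldn17 and Defb48 were within the paper's and 56 of these still differed, with 56 differing in all. With array weights, the values for Muc2, Chst4, Tff1, Ctnnb1 and Defb48 were within the paper's and 55 of these still differed, with 56 differing in all. No gene came within the paper's value with no intensity trend, the compared groups alone, Benjamini-Hochberg adjustment, the dimmest 25% of probe sets removed, the dimmest 50% of probe sets removed, replicate number as a block and the number stem as a random block, where genes below the filter had no value. With 1 mouse left out, the values came within the paper's without old females 2 for Chst4, Gal3st1, Tff1, Ctnnb1, Tjap1, Defb14, Defb23, Defb44-ps and Defb48; old females 3 for Chst14, Jam3 and Defb48; old females 4 for Muc2, Muc4, Chst4, Chst9, St3gal4, St6galnac6, Fut4, Fut8, Cldn17, Ctnnb1 and Reg3a; old females 5 for Cldn17, Jam3 and Defb44-ps; ovx old females 1 for Chst4, St3gal4, Tff1, Jam3 and Defb36; ovx old females 2 for Muc13, Mucl1, Chst4, Gal3st1, St3gal4, Tff1, Jam3, Ctnnb1, Defb22, Defb28, Defb44-ps and Defb48; ovx old females 3 for Cldn17 and Defb44-ps; ovx old females 4 for Muc2, Chst14, Chst9, Fut4, Fut8, Cldn17, Ctnnb1, Defb23 and Defb48; ovx old females 5 for Muc2, Chst14, Chst4, Fut8, Cldn17, Ctnnb1, Defb44-ps and Defb48, and for no other mouse; over all genes compared, from 51 to 76 differed with 1 mouse left out. Without the old female libraries in doubt, 38 came within the paper's (Muc1, Muc13, Muc2, Muc4, Mucl1, Chst11, Chst12, Chst14, Chst3, Chst4, Chst9, Gal3st1, St3gal4, St6galnac4, St6galnac6, Tff1, Fut2, Fut4, Fut7, Fut8, Itgb4, Cldn15, Cldn17, Cldn6, Jam3, Ctnnb1, Afdn, Sympk, Tjap1, Defa24, Defb19, Defb22, Defb36, Defb4, Defb44-ps, Defb47, Defb48 and Defb6) and 22 did not, with 31 differing in all, a setting chosen after seeing the values; the paper calls 0 genes for this comparison, so it drops 0. With the mean of a gene's probe sets, 1 came within the paper's (Sympk) and 59 did not, with 60 differing in all, a setting chosen after seeing the values; the paper calls 0 genes for this comparison, so it drops 0.

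The following genes in bold are trends in the paper, with values above 0.05, and did not pass here either, which is no difference; the settings in which they passed are given. Reg4 in males had q = 0.0625 here and from 0.0117 to 0.185 over all settings, and passed with the dimmest 50% of probe sets removed (q = 0.044), array weights (q = 0.0433), the number stem as a random block (q = 0.0454) and the libraries against their sex labels left out (chosen after seeing the values) (q = 0.0285). Reg4 passed without young males 5 and old males 5 (q = 0.0276 and 0.0117, in that order). Fut4 in males had q = 0.0575 here and from 0.0172 to 0.212 over all settings, and passed with the dimmest 25% of probe sets removed (q = 0.0471), the dimmest 50% of probe sets removed (q = 0.0396), array weights (q = 0.0487) and the number stem as a random block (q = 0.0425). Fut4 passed without young males 3 and old males 5 (q = 0.0275 and 0.0172, in that order). St3gal5 in males had q = 0.0782 here and from 0.0243 to 0.239 over all settings, and passed with the libraries against their sex labels left out (chosen after seeing the values) (q = 0.0446). St3gal5 passed without young males 5 and old males 5 (q = 0.0397 and 0.0243, in that order). Chst2 in males had q = 0.0937 here and from 0.0061 to 0.293 over all settings. Chst2 passed without old males 3 (q = 0.0061). Muc6 in females had q = 0.054 here and from 0.0169 to 0.154 over all settings, and passed with the compared groups alone (q = 0.0169), the dimmest 25% of probe sets removed (q = 0.0401) and the number stem as a random block (q = 0.0397). Itgb8 in females had q = 0.0681 here and from 0.0396 to 0.177 over all settings, and passed with the dimmest 25% of probe sets removed (q = 0.0499). Itgb8 passed without young females 5 (q = 0.0396).

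The paper states that the effect of ageing on mucus biosynthesis genes was more pronounced in males. In its passage on mucus genes it also states that the most obvious colon changes with age were in males. It gives no count over all genes, so those below are of another scope. Over all genes 635 were called in males and 1780 in females, and over the 48 biosynthesis genes 2 in each sex. Without the old female libraries in doubt, a setting chosen after seeing the values, the order over all genes turns, with 678 called in males and 543 in females. That setting takes out old females and no males, so the turned order is no evidence on which sex changed more. Without the libraries against their sex labels, chosen likewise, the counts over all genes were 610 and 1189. Over the 48 biosynthesis genes that setting gave 4 in males and 1 in females. Without the old female libraries in doubt 1 of these genes was called in females. At an unadjusted p under 0.05 with the same fold threshold, 6 were called in males and 4 in females. Removal of the dimmest 25% of probe sets raised the count in females to 4. These counts are no test of a difference between the sexes. Limma called 0 genes for the difference of the age effects (972 at an unadjusted p under 0.05). Chst4, St3gal4 and Muc1 passed in males and not in females, and Fut4 and Chst15 in females and not in males, which is no test of a difference; for the difference of their age effects q ran from 0.47 to 0.752. St3gal4 passed in females without old females 4 (q = 0.0367). The paper states that age influenced more immune functions in males. Over 185 immune genes in 14 lists, 23 changed in males and 34 in females, while 7 lists were shifted in males and 4 in females, and 0 in either sex with an estimated correlation (lowest adjusted p of 0.19 and 0.25); the functions of the paper come from its pathway software, which was not used here, so the tallies are of other units. The paper states 5 mice per group, and 6 young males were analysed here; S4 Table's male fold changes come closer to the means over all 6 (deviation 0.0347) than to those without any 1 of them (0.0523 to 0.0649).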

Other observations

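No test beyond those of the other parts was chosen after the results were seen here. Some genes of hormone-producing and of chemosensory cells of the epithelium fell with age in both sexes, and with an estimated correlation no list passed. Of the enteroendocrine genes 0 of 12 rose and 5 fell (0 and 5 when adjusted over the list alone; adjusted p = 0.00011 from camera and adjusted p = 0.21 with an estimated correlation) in males and 0 of 12 rose and 6 fell (0 and 8 when adjusted over the list alone; adjusted p = 0.0037 from camera and adjusted p = 0.4 with an estimated correlation) in females, with Pyy, a satiety hormone, at -0.84 (q = 0.00504) and -1.03 (q = 0.00061) and Nts, neurotensin, at -1.11 (q = 0.0112) and -1.04 (q = 0.00945). Of the tuft cell genes 0 of 8 rose and 3 fell (0 and 6 when adjusted over the list alone; adjusted p = 2.6e-05 from camera and adjusted p = 0.19 with an estimated correlation) in males and 0 of 8 rose and 6 fell (1 and 6 when adjusted over the list alone; adjusted p = 0.0042 from camera and adjusted p = 0.39 with an estimated correlation) in females, with Trpm5, a channel of taste signalling, at -0.62 (q = 0.0144) and -0.67 (q = 0.00478). Of the targets of PPAR in fatty acid oxidation 6 of 11 rose and 0 fell (6 and 0 when adjusted over the list alone; adjusted p = 1.8e-06 from camera and adjusted p = 0.19 with an estimated correlation) in males and 5 of 11 rose and 0 fell (5 and 0 when adjusted over the list alone; adjusted p = 8e-06 from camera and adjusted p = 0.25 with an estimated correlation) in females, with Pdk4, which spares glucose, at 1.11 (q = 0.00149) and 1.61 (q = 2.79e-05). In xenobiotic metabolism 4 of 15 rose and 0 fell (6 and 1 when adjusted over the list alone; adjusted p = 1e-05 from camera and adjusted p = 0.19 with an estimated correlation) in males and 8 of 15 rose and 1 fell (9 and 2 when adjusted over the list alone; adjusted p = 2.6e-05 from camera and adjusted p = 0.25 with an estimated correlation) in females, with the glutathione transferase Gsta3 at 0.88 (q = 0.00605) and 0.85 (q = 0.00429). Nts did not pass without old males 1 and 2 (q = 0.0526 and 0.0508, in that order). Trpm5 did not pass without old males 1 (q = 0.0708). The list of small-intestinal enterocytes, which absorb lipids, was shifted up beside these, with a median of 0.47 in males (adjusted p = 0.00067 from camera and adjusted p = 0.21 with an estimated correlation) and 0.553 in females (adjusted p = 0.0078 from camera and adjusted p = 0.4 with an estimated correlation), where the median was 0.171 without old females 4 and 7 of 17 were called higher with and without it. With all libraries 2 of its 17 genes were called lower in females, and in males 3 were called higher and 1 lower.

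In females of the enteric neuron genes 0 of 10 rose and 8 fell (0 and 8 when adjusted over the list alone; adjusted p = 1.4e-06 from camera and adjusted p = 0.25 with an estimated correlation), with Prph, a neuronal filament protein, at -0.55 (q = 0.000115); in males limma called 0 of 10, with 2 at an unadjusted p under 0.05, and the list was shifted down (adjusted p = 0.0061 from camera and adjusted p = 0.38 with an estimated correlation). Smooth muscle, the other part of the muscle wall, was shifted down as well: 0 of 12 rose and 1 fell (0 and 2 when adjusted over the list alone; adjusted p = 0.0015 from camera and adjusted p = 0.34 with an estimated correlation) in males, with a median of -0.111, and 0 of 12 rose and 2 fell (0 and 2 when adjusted over the list alone; adjusted p = 0.012 from camera and adjusted p = 0.49 with an estimated correlation) in females, with a median of -0.165. Of the cell cycle genes 7 of 17 rose and 0 fell (10 and 0 when adjusted over the list alone; adjusted p = 2.6e-05 from camera and adjusted p = 0.49 with an estimated correlation) in females, among them Rrm2, a subunit of ribonucleotide reductase, at 0.60 (q = 0.0401), while limma called 0 of 17 in males, with 0 at an unadjusted p under 0.05 (adjusted p = 0.67 from camera and adjusted p = 0.92 with an estimated correlation). Of the circadian clock genes 2 of 14 rose and 3 fell (2 and 3 when adjusted over the list alone; adjusted p = 0.91 from camera and adjusted p = 0.92 with an estimated correlation) in females, with Cry1 at 0.95 (q = 0.00214) and Per3 at -0.81 (q = 0.000829), both repressors of the clock, and the time of day of sampling was not used here. Rrm2 did not pass without young females 1, 3 and 4 and old females 1, 2, 4 and 5 (q = 0.103, 0.0741, 0.0595, 0.0887, 0.0514, 0.107 and 0.0541, in that order).

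Between old males and old females limma called 10 genes, 4 higher and 6 lower in males. The Y-linked genes Uty, Eif2s3y and Kdm5d had log2 differences of at least 5.08 (q = 0.00458), 5.19 (q = 0.00458) and 4.56 (q = 0.00822), since females lack these genes and their values are background, and Xist, not expressed in males, had -6.71 (q = 0.00458) or beyond. Besides sex-linked genes, Per1, a clock gene, had -1.21 (q = 0.0118). Per1 did not pass without old males 3 and old females 2 (q = 0.0529 and 0.0823, in that order). Between young males and young females limma called 0 genes, with 347 at an unadjusted p under 0.05; the counts were 7 without young males 5, 6 without young females 3 and 1 without young females 4.

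Between old females and old ovx females, camera called 6 of 44 lists, 0 with an estimated correlation, and 66 of 100 splits of these mice gave as many, so chance cannot be excluded (at most 18 in the others). The macrophage list was shifted down in old females against ovx females (median -0.151; adjusted p = 1.9e-05 from camera and adjusted p = 0.91 with an estimated correlation) and the cell cycle list up (median 0.192; adjusted p = 1.9e-05 from camera and adjusted p = 0.93 with an estimated correlation), with 0 genes called by limma in either list and 2 and 1 at an unadjusted p under 0.05. The other 4 were Paneth cells (adjusted p = 0.0041 from camera and adjusted p = 0.91 with an estimated correlation), small-intestinal enterocytes (adjusted p = 0.0081 from camera and adjusted p = 0.93 with an estimated correlation) and immediate early genes and heat shock (adjusted p = 0.0041 from camera and adjusted p = 0.93 with an estimated correlation), shifted up, and collagens and extracellular matrix (adjusted p = 0.0095 from camera and adjusted p = 0.93 with an estimated correlation), shifted down. Limma called 0 genes in these too, with 1, 0, 1 and 0 at an unadjusted p under 0.05, in that order. For most genes of the Paneth cell and enterocyte lists, 16 of 23, old females 4 was the highest old female.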
